# *Cripto-1* as a novel therapeutic target for triple negative breast cancer

**DOI:** 10.18632/oncotarget.4182

**Published:** 2014-05-19

**Authors:** Nadia P. Castro, Natalie D. Fedorova-Abrams, Anand S. Merchant, Maria Cristina Rangel, Tadahiro Nagaoka, Hideaki Karasawa, Malgorzata Klauzinska, Stephen M. Hewitt, Kajal Biswas, Shyam K. Sharan, David S. Salomon

**Keywords:** cripto-1, notch4, epithelial-mesenchymal plasticity, mouse model, triple-negative breast cancer

## Abstract

Triple-negative breast cancer (TNBC) presents the poorest prognosis among the breast cancer subtypes and no current standard therapy. Here, we performed an in-depth molecular analysis of a mouse model that establishes spontaneous lung metastasis from JygMC(A) cells. These primary tumors resembled the triple-negative breast cancer (TNBC) both phenotypically and molecularly. Morphologically, primary tumors presented both epithelial and spindle-like cells but displayed only adenocarcinoma-like features in lung parenchyma. The use of laser-capture microdissection combined with Nanostring mRNA and microRNA analysis revealed overexpression of either epithelial and miRNA-200 family or mesenchymal markers in adenocarcinoma and mesenchymal regions, respectively. *Cripto-1*, an embryonic stem cell marker, was present in spindle-like areas and its promoter showed activity in primary tumors. *Cripto-1* knockout by the CRISPR-Cas9 system inhibited tumor growth and pulmonary metastasis. Our findings show characterization of a novel mouse model that mimics the TNBC and reveal *Cripto-1* as a TNBC target hence may offer alternative treatment strategies for TNBC.

## INTRODUCTION

Among all cancer types, breast cancer (BC) has the highest incidence and is the second most common cause of cancer death in women in the United States [1]. The most lethal aspect of BC is its capacity to metastasize to the lungs, brain, liver and bones. Within the molecular subtypes, basal-like or triple-negative breast cancers (TNBC), which lack expression of estrogen receptor (ER), progesterone receptor (PR) and HER2/neu tyrosine kinase receptor, are generally associated with the worst prognosis due to its high resistance to chemotherapy [2, 3]. The poor clinical prognosis, lack of curative therapies and metastasis demand an imperative identification of effective molecular targets and related therapies in TNBC.

The metastatic process has several steps that are related to normal embryonic development. For instance, the epithelial-mesenchymal transition (EMT) is critical during normal embryonic development, fibrosis and wound healing, but also contributes to tumor invasion and metastasis [4]. Experimental evidence indicates that interconversion between EMT and the reverse process of mesenchymal-epithelial transition (MET) can occur during embryogenesis and fibrosis as well as during early stages of metastatic progression in colorectal cancer and BC, particularly at the invasive front of primary tumors and in metastatic sites, respectively [4].

Cancer stem cells (CSC), also known as tumor-initiating cells, share several characteristics associated with normal tissue stem cells and have been identified in human tumors as possessing long-term self-renewal potential, quiescent properties and resistance to chemotherapy and radiotherapy [5]. CSC were first identified in hematopoietic system malignancies and further characterized in solid tumors of the breast, lung, prostate, colon, brain, head and neck, and pancreas [6]. Interestingly, a gain in stem-like features in tumors has been associated with mesenchymal/EMT-like state and a more aggressive tumor phenotype [7]. Recent studies have shown that TNBC is highly enriched for EMT and CSC markers [8, 9]. Additionally, the Wnt/β-catenin, Notch, TGF-β and Hedgehog pathways contribute to the self-renewal of stem cell/progenitor populations and the initiation of EMT during embryonic development and in differentiated adult tissues, such as the skin, colon and mammary glands [6], and are also hyperactivated during tumorigenesis [10].

Cripto-1, a TGF-β family member is critically important in early embryogenesis, stem cell maintenance and malignant progression [6]. Cripto-1, also known as Tdgf-1, is an oncofetal, GPI-anchored/secreted signaling protein that is involved in regulating the formation of the primitive streak, specification of mesoderm and endoderm during gastrulation, and establishment of left/right asymmetry of developing organs [6]. Also, Cripto-1 has been shown to play a role during EMT and as a stem cell regulator [6, 11]. Notably, recent reports have demonstrated a physical interaction between Cripto-1 and all four Notch receptors suggesting that Cripto-1 facilitates the posttranslational maturation of Notch receptors [6, 12]. The Notch signaling pathway is also critically important for normal development in several tissues [13]. Notch proteins include 4 transmembrane receptors (NOTCH1-4). In particular, NOTCH4 has been shown to be relevant in the maintenance of a human BC stem cell population [14]. More recently, a few mutations have been observed in the Notch1/2 receptors in TNBC [15].

In this study, we extensively characterized a clinically relevant mouse model, which phenotypically and at the gene-expression level resembles the human TNBC molecular subtype. In this model, we used the JygMC(A) cell line isolated from a spontaneous mammary carcinoma, which arose in a Chinese wild mouse (Mus musculus Sub-Jyg) [16, 17]. It spontaneously metastasizes to several organs, including the lungs and liver when inoculated subcutaneously into nude mice [17]. The JygMC(A) cells contain an insertion of the mouse mammary tumor virus (MMTV) in the Int3/Notch4 locus suggesting that MMTV-induced activation of Int3 is manifested in the absence of the regulatory action of the extracellular domain (ligand-independent), yet requires gamma-secretase enzymatic processing for full activation of the pathway [18, 19]. This animal model is uniquely capable of spontaneous epithelial-mesenchymal plasticity that exhibits lung metastasis when injected into the mammary fat pad. To identify a TNBC target, we assessed the expression of genes associated with EMT-MET and the maintenance of embryonic stem cells (ESC) using targeted and global gene expression array and microRNA expression in primary mammary tumors and pulmonary metastases. We found that this metastatic model resembles the human TNBC subtype, revealing Cripto-1 as a novel therapeutic target for TNBC.

## RESULTS

### Orthotopic metastasis of JygMC(A) cells

In order to assess the metastatic progression of JygMC(A) mouse mammary tumor cells, we generated JygMC(A) cells stably expressing the firefly luciferase and eGFP reporter genes (JygMC(A)-GFP/Luc) to facilitate the *in vivo* tracking of primary and metastatic tumor cells. Cells were injected into the fourth mammary fat pad on day 1, after 30 days primary tumors were removed. Lung metastases were accessed on day 40-50 (see schematic chart of orthotopic metastasis on Figure 1A). Animals were imaged in different time-points using *in vivo* bioluminescent imaging (Figure 1B). To determine whether the tagged cells would have similar metastatic and tumor-initiating capacity as the parental cells, four groups of 3 animals were injected as follows: Group A = 500,000 cells, Group B = 50,000 cells, Group C = 5,000 cells, Group D = 500 cells. At day 30 after injection, the primary tumors were removed, except for Group D where tumors were removed at day 52. The parental and tagged cells exhibited similar tumor volumes (Figure S1A), primary tumor incidence, tumor-initiating capacity, metastases frequencies (Table S1). JygMC(A) cells exhibited high propensity to metastasize to the lungs and liver, and, to a small extent, the spleen and kidney when injected into the fourth mammary fat pad, as shown in Table S1.

**Figure 1:**
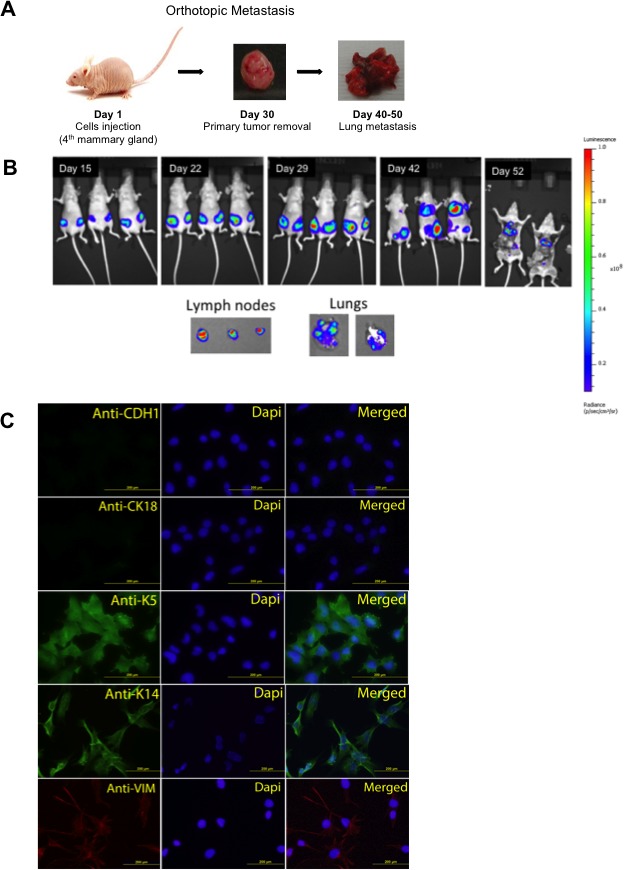
Orthotopic metastasis of JygMC(A) cells and epithelial mesenchymal characterization *in vitro* Lung metastasis by orthotopic cell injection in Balb/C nude mice. **B.** Representation of bioluminescent imaging of animals. Animals imaged at day 15, 22, 29, 42 and 52 post JygMC(A)-GFP/Luc cell injection. Ex-vivo imaging of lymph nodes and lung metastases. **C.** Immunofluorescence of luminal epithelial and basal mesenchymal markers in JygMC(A) parental cells. Epithelial marker: CDH1 (Alexa 488), luminal marker: CK18 (Alexa 488), basal marker: K5 and K14 (Alexa 488) and mesenchymal marker: Vimentin (Alexa 594). Nuclear staining in blue (DAPI). Scale bars: 200 μm.

### JygMC(A) cells exhibit a basal-mesenchymal phenotype and primary mammary tumors resemble the human TNBC by immunohistochemistry

In order to phenotypically characterize the JygMC(A) cells, we performed immunofluorescence assays using luminal (CK18), epithelial (CDH1), basal (K5 and K14) and mesenchymal (Vimentin) markers (Figure 1C). The results showed that the JygMC(A) cells in culture exhibit a basal-like mesechymal phenotype.

Immunohistochemistry on histological samples determined that JygMC(A) primary tumors resembled the human TNBC molecular subtype. Surrounding normal mammary tissue that was adjacent to primary tumors showed positive nuclear staining for estrogen receptor alpha (ERα) and progesterone receptor (PR) (Figure 2A and 2B). Transgenic MMTV-Neu/HER2 mammary tumors show HER2 expression (Figure 2C). The lack of ERα, PR and HER2 expression indicates that the JygMC(A) primary mammary tumors share a human TNBC phenotype (Figure 2D, 2E and 2F, respectively).

**Figure 2:**
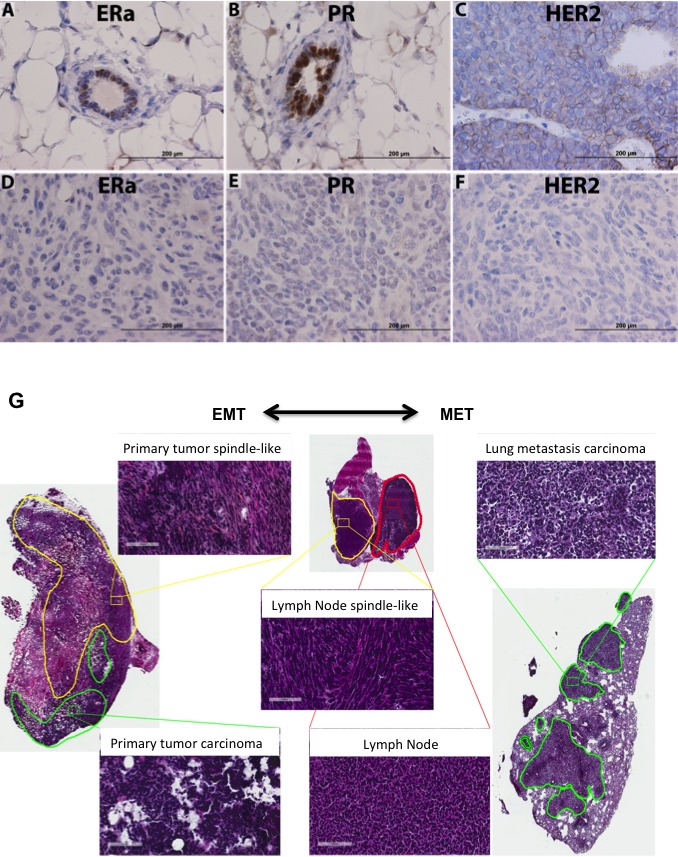
JygMC(A) mammary primary tumor molecular phenotype, histology and EMT-MET plasticity Analysis of normal adjacent tissue by immunohistochemistry of ERα **A.** PR **B.** and HER2/neu staining of a wild-type MMTV-Neu/Her2 tumor **C.** Analysis of primary mammary tumor tissue of ERα **D.** PR **E.** and HER2/neu **F.** Positive antibody signals are shown in brown, and the hematoxylin counterstain is shown in blue. Scale bars: 200μm. **G.** Histological tumor classification. Primary tumor possesses two types of cells: undifferentiated adenocarcinoma type (green line) and areas composed of atypical spindle-shaped cells suggesting EMT (yellow line). Lung metastasis morphology typical of the epithelial primary adenocarcinoma suggesting MET is present in the lung parenchyma. Lymph node tissue (red line) showing areas of atypical spindle-shaped cells (yellow line). Shown are hematoxylin and eosin staining. Scale bars: 100 μm.

### JygMC(A) primary mammary tumors exhibit epithelial-mesenchymal plasticity

Recent evidence suggests that epithelial-mesenchymal plasticity may be crucial in the metastatic process [20]. In this study, we demonstrated that JygMC(A) mammary tumors histologically exhibit two types of cell morphology: (i) an undifferentiated adenocarcinoma type and (ii) atypical spindle-shaped mesenchymal-like cells which are suggestive of EMT occurring in these primary lesions. Notably, only the adenocarcinoma phenotype was observed in the metastases found in the lung parenchyma, suggesting that epithelial tumor cells may have had undergone EMT in primary tumors followed by MET in the lung parenchyma (Figure 2G). The atypical spindle-shaped mesenchymal-like cells were observed in the axillary mammary lymph nodes (Figure 2G). Taken together these results suggested that a series of EMT-MET transitions might occur during the metastatic process in this mouse model.

### Targeted mRNA gene expression profiling of JygMC(A) primary mammary tumors and lung metastases identifies ESC and EMT-MET Markers

To examine the gene expression profile of these mixed cell populations in the primary tumors and lung metastases, we integrated the use of laser capture microssection (LCM) and NanoString Technologies to identify expression levels of ESC and EMT-MET markers (Dataset S1A). Since ESCs are known for their ability to differentiate into somatic tissues derived from different germ layer cell types (ectoderm, mesoderm and endoderm) [7], we reasoned that the re-expression of ESC genes might also play a role during this metastatic process. Based on a collection of published literature, we built a customized NanoString nCounter^®^ Gene Expression Codeset that contained significant ECS and EMT-MET markers, and targeted gene expression profiling on the following samples: primary tumor adenocarcinoma and EMT-like, lung metastases, normal mammary gland (NMG) and normal lung parenchyma. Figure 3 shows the most notably altered genes between these sample groups. An examination of gene expression patterns of the primary tumor that contained mixed areas revealed 31 genes differentially expressed (Figure 3A). Overexpression of ESC markers segregated distinctly in the epithelial cell-populated regions (Cd24 and Cd49f) and spindle-like cell areas (Klf4, Sox2 and Cripto-1). Moreover, overexpression of epithelial markers (Cadherin1, Epcam and Occludin) was observed in adenocarcinoma regions. For complete gene lists, see Dataset S1B.

**Figure 3:**
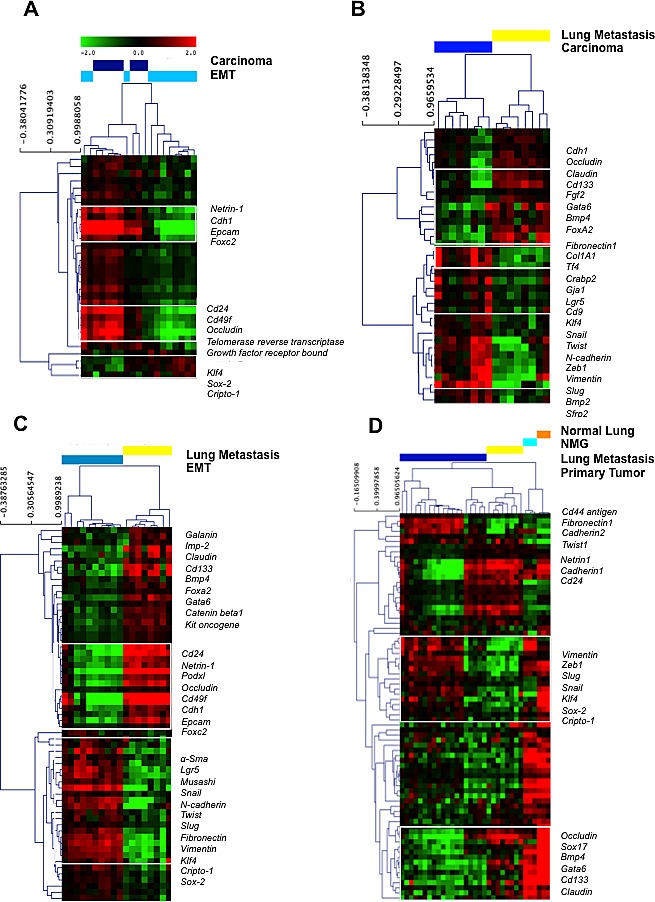
Gene expression profiles of laser capture microdissected tumor progression samples through unsupervised hierarchical clustering Primary tumor adenocarcinoma versus EMT-like areas; **B.** Primary tumor adenocarcinoma versus lung metastasis; **C.** Primary tumor EMT-like areas versus lung metastasis; **D.** Primary tumor, lung metastasis, normal mammary gland and normal lung parenchyma. Each row represents a single gene and each column a single sample. The red color indicates up-regulation, the green color indicates down-regulation, and the black color indicates no change in expression level compared with the reference sample. The gray color indicates that no intensity was detected. EMT: epithelial-to-mesenchymal transition.

We then compared gene expression in adenocarcinoma areas of primary tumor versus lung metastasis. Thirty-eight genes were identified segregating 100% of sample groups in the cluster. Even though both areas exhibited an epithelial morphology, we observed a rather distinct gene expression profile with mesenchymal molecular signature (Fibronectin, Snail, Cadherin2, Zeb1, Vimentin and Slug) in primary tumors and epithelial molecular signature (Cadherin 1, Occludin, Claudin, Cd133, Fgf2, Gata6, Bmp4) in lung metastasis (Figure 3B and Dataset S1C). Comparison between EMT-like areas in primary tumors with epithelial-like areas in lung metastases generated a list of 65 genes that segregated 100% of sample groups in the cluster. We observed overexpression of several EMT markers (α-Sma, Snail, Cadherin 2, Twist, Slug, Fibronectin, Vimentin, Zeb1) and ESC markers (Klf4, Sox2, Cripto-1) in the EMT-like areas but observed overexpression of MET markers (Occludin, Cadherin1, Podxl and Epcam) in lung metastases (Figure 3C and Dataset S1D). Finally, we conducted an ANOVA test, which identified 88 genes differentially expressed among all samples with a distinct gene expression pattern in tumor samples when compared with normal tissue (Figure 3D and Dataset S1E). A group of genes overexpressed in normal lung parenchyma were underexpressed in lung metastasis (Klf4, Sox2, Cripto-1, Vimentin, Zeb1, Slug and Snail) and genes overexpressed in NMG were under expressed in primary tumors (Sox17, Bmp4, Gata6, Cd133, Occludin and Claudin). These analyses identified the ESC and EMT-MET molecular profile of JygMC(A) mammary tumors and lung metastases.

### Global gene expression profiling of JygMC(A) primary mammary tumors and pulmonary metastasis

To fully characterize gene expression patterns of the JygMC(A) model on a global scale, we performed whole-genome transcriptome microarray profiling of primary mammary tumors, lung metastases, NMG and normal lung parenchyma. Differential expression analysis (FDR adjusted *p*-value <0.05 and fold change (FC)>= 2) identified 2,915 genes between primary tumors and NMG including 1,089 up-regulated and 1,826 down-regulated genes (Dataset S2A). Additionally, we identified 472 genes differentially expressed between lung metastases and primary tumors including 430 up-regulated and 42 down-regulated genes (Dataset S2B). A four-way Venn diagram shows increases and decreases of expressed genes for both comparisons (Figure S1B). Using the top 1,000 differentially expressed genes (FDR adjusted *p*-value <0.05 and FC>=3), we identified eight pathways enriched in primary tumors as compared to NMG samples, such as cytokine-cytokine receptor and cell adhesion molecules (Figure 4A), and ten pathways enriched in the lung metastases as compared to the primary tumors, such as the integrin signaling pathway, chemokine-mediated inflammation and the cytokine signaling pathway (Figure 4B). A complete list of the pathways and genes involved are summarized in Dataset S2C and S2D, respectively.

**Figure 4:**
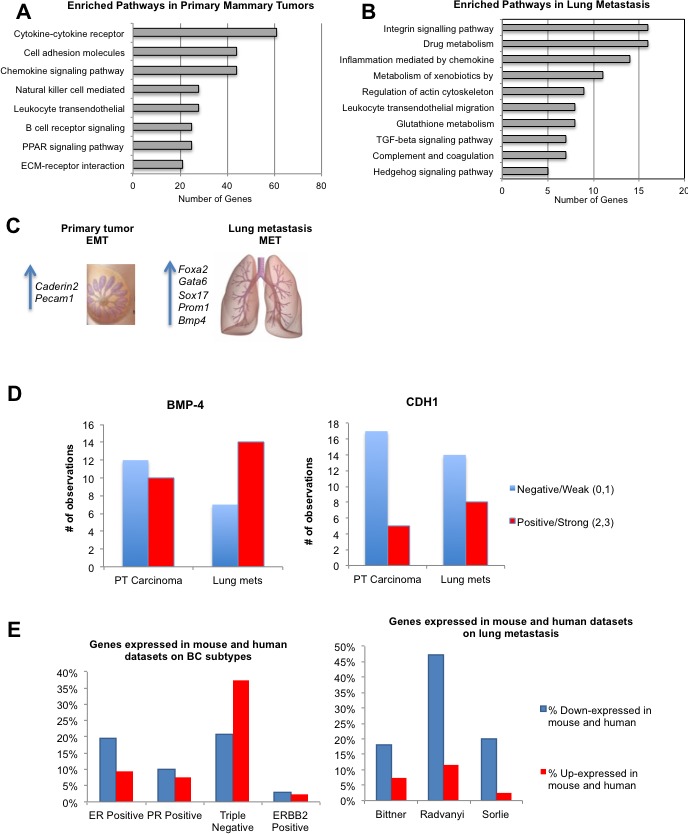
Relevant pathways, gene and protein expression in primary tumors and lung metastasis and similarities with human breast cancer Enriched pathways in primary mammary tumors. **B.** Enriched pathways in lung metastasis. **C.** Common seven genes between Nanostring and microarray analysis **D.** BMP4 and CDH1 protein expression. **E.** Differentially expressed genes between JygMC(A) primary mammary tumors and/or lung metastasis and human breast cancer subtypes and/or metastasis datasets.

To compare targeted (NanoString) and genome-wide (Affymetrix) gene expression data, we performed an unsupervised hierarchical clustering of the Affymetrix gene expression data using 98 genes (103 minus 5 controls) from the targeted gene list (Dataset S3A). The heat map in Figure S1C shows similar clustering patterns for some genes in both data sets (Figure 3D and Figure S1C). We then determined the common genes that were concordantly changed between primary tumor and lung metastases in both data sets. Seven such genes were identified (Dataset S3B). Overexpression of Cadherin2 (CDH2) and Pecam-1 was observed in the primary tumors whereas overexpression of the Foxa2, Gata6, Sox17, Prom1 and Bmp4 were detected in the pulmonary metastases (Figure 4C) (Additional qRT-PCR validation is shown in Figure S2A-F).

### BMP-4 and CDH1 protein expression is higher in lung metastases

As a validation of the targets identified in the transcriptome profiling of different tumor regions, we constructed a tissue microarray (TMA) containing normal tissue samples from 2 animals as well as mixed populations of primary tumor (adenocarcinoma and EMT-like) and lung metastases from six animals that were obtained from 3-5 different tissue cores per sample. Since a switch from Cadherin1 (CDH1) to CDH2 expression indicates EMT [21] and BMP signaling suppresses traits associated with CSC and limits BC cell proliferation [22], we verified protein expression in our model by immunohistochemical analysis. Based on the staining intensity, BMP-4 and CDH1 demonstrated a higher protein expression and/or increased positivity in lung metastases when compared with the primary tumor tissues (Figure 4D). These results were concordant with the gene expression findings. A staining representation pattern can be found in Figure S3G.

### Similarity between JygMC(A) mouse mammary tumors and human TNBC subtypes at the gene expression level

To assess the potential clinical relevance of the JygMC(A) mouse mammary tumor model and to determine whether the model resembles a specific human molecular BC subtype(s) at the mRNA level, we performed a meta-analysis using the Oncomine cancer microarray database [23]. First, we wanted to examine expression patterns of human orthologs of the 1,055 mouse genes that were differentially expressed in the JygMC(A) primary tumors versus NMG (FDR adjusted *p*-value <0.05 and FC>=3). Our comparison was limited to the mouse genes (299 up-regulated and 756 down-regulated) that had human orthologs and were represented on the arrays. To minimize the number of spurious hits, we limited our search to human studies that included gene expression (mRNA) analysis of molecular subtypes of invasive BC and had at least 150 samples (see Methods for details). Using these criteria, we identified four published human BC studies [24-27], and The Cancer Genome Atlas (TCGA) (unpublished) in Oncomine.

The most conspicuous finding from this comparison was the concordance between the expression patterns in JygMC(A) primary mouse mammary tumors and the human TNBC subtype, which is defined as ER, PR and HER2 negative. The similarity was strongest between our data and the TCGA dataset, which is the largest (593 samples) and most comprehensive (20,423 measured genes) dataset in Oncomine (Figure 4E and Dataset S4A). Thus, out of 299 genes overexpressed in the JygMC(A) primary tumors, 112, or 37%, were also significantly expressed in the TNBC subtype as compared to other subtypes in the TCGA study. One of the top-ranked genes in both datasets was FOXC1 (forkhead box C1), which encodes a transcription factor and a potential prognostic biomarker specific for a basal-like BC subtype. It should be noted that the majority of TNBC (approximately 80%) are also basal-like BC subtype [2].

Furthermore, we found inverse expression patterns in the JygMC(A) primary tumors as compared to the NMG and ER+ (estrogen receptor positive) subtype. Thus, ESR1 (estrogen receptor 1), which encodes for a hormone-activated transcription factor, was significantly down-regulated in the primary mouse mammary tumors. In contrast, ESR1 was among the top-ranked human genes expressed in ER+ versus ER- BC subtypes in the TCGA dataset. ESR1 up-regulation is associated with ER+ and progesterone receptor (PR)+ BC and is an important prognostic and predictive biomarker [28]. Dataset S4A shows that mouse genes displayed more discordant than concordant expression patterns with genes expressed in ER+. Only 2-5% of up- or down-regulated mouse genes were also increased in the ERBB2- positive subtype. Unfortunately, the lack of large-scale human datasets (other than TCGA) prevented us from establishing the statistical significance of concordantly expressed genes in the mouse and human datasets.

### Genes down-regulated in JygMC(A)-derived lung metastases are also decreased in human BC metastases

To evaluate the relevance of the JygMC(A) mouse model to human metastatic cancer, we compared our data with the three largest human BC studies in the Oncomine datasets that had compared primary human breast tumors and metastases [3, 29] and Bittner expression data (unpublished). Two differentially expressed gene sets (Primary tumor *vs*. NMG up- and down-regulated; FC>=2; *p*-value <0.05) were used as queries in searches against the Oncomine datasets. The TCGA dataset was not included in this analysis because it contained only three metastasis samples. Since the overall number of samples (63-336) and especially the number of metastasis samples (5-9) were low in human datasets, the statistical significance of these findings is presently unknown.

The largest amount of concordance with the human studies was observed for the genes that were significantly down-regulated in lung metastases versus primary tumors in our study (Figure 4E and Dataset S4B). Among the accessed datasets, the Radvanyi had the largest number of concordant genes [29]. Interestingly, some of these genes were also part of the metastatic 79-gene signature observed in solid tumors [30]. The list of overlapping genes included Cyr61, Fhl1, Gsn, Mgp, Myh11, Mylk, Rbpms, Sparcl1, Tcf21 and Lum. The 79-gene signature was defined using a meta-analysis of 18 gene expression datasets in Oncomine comparing distant metastases to primary tumors in various solid tumors.

### microRNA profiling identifies known regulators of EMT

MicroRNAs (miRNAs) are small noncoding RNAs that play important post-transcriptional roles by repressing messenger RNA activity [31]. To characterize miRNA expression in the JygMC(A) mouse model, we conducted targeted profiling of 566 miRNAs using commercially available nCounter^®^ Mouse miRNA Expression Assays (NanoString Technologies). 

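Each lane of the assay counted the barcodes of probes for 566 mouse miRNAs and 33 viral miRNAs, with 6 positive control probes, 6 negative control probes, 3 control probes for miRNAs of other species and probes for 4 mRNAs (Actb, B2m, Gapdh and Rpl19). The 24 lanes held 5 carcinoma and 7 EMT-like areas of primary tumors, 4 lung metastases, 2 samples of NMG, 2 of normal lung, and 2 monolayer and 2 3D-sphere cultures of JygMC(A)-GFP/Luc cells. Several carcinoma, EMT-like and lung metastasis samples came from the same animals. The deposited values are counts from which the mean of the 6 negative controls of the lane was subtracted, so 35.2% of the miRNA values lie below 0. No scaling between lanes had been applied to them, and the main text of the paper, which refers to Supporting Information for detailed methods, does not name one for this assay. The miRNA values were summed over mouse and viral probes, with those below 0 set to 0. This sum had a median of 132869 in carcinoma, 155401 in EMT-like areas and 106278 in lung metastasis. The sums were 526015 and 560585 in NMG, 590226 and 2336580 in normal lung, 26619 and 46701 in the monolayer, and 33501 and 38829 in the spheres. A miRNA was taken as detected in a lane when its value was above the mean plus 2 SD of the negative controls, a limit that lay between 4 and 21.4 counts. Values were scaled between lanes by trimmed mean of M-values (TMM) factors, and log2(value + 1) was compared with limma in a single fit of all samples. Benjamini-Hochberg adjustment covered the 583 probes with a value above 0 in at least 1 sample, and a miRNA was called at an adjusted p under 0.05. The scaled values are named normalized values.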

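With limma, 1 of the 583 probes was called between carcinoma and EMT-like areas, and 81 had an unadjusted p under 0.05. This was miR-323-3p, lower in carcinoma, where all 5 samples were under the detection limit and 3 of 7 EMT-like samples were above it (adjusted p = 0.00415), so no fold change is given. Its adjusted p ran from 0.000312 to 0.911 over the alternative settings. Its call was lost with a pseudocount of 10, with the higher background subtracted, with those groups alone in the fit and with the animal as a block. The count was 8 with a filter on a value of at least 20 in at least 2 samples, and 1 to 10 with each of the 24 lanes in turn as the TMM reference, which was chosen after the data were seen. Leaving out EMT-like replicate 2 gave 19 calls, carcinoma replicate 4 gave 13, EMT-like replicate 3 gave 8 and carcinoma replicate 5 gave 4. Between lung metastasis and primary tumors (PT, carcinoma and EMT-like samples together), 3 miRNAs were called higher and 15 lower in metastasis (1 and 40 with no scaling, 1 and 9 with the mRNA controls, 4 and 19 with scaling by the 100 most abundant miRNAs, 6 and 15 with the miRNA total). The normalized value of miR-150 was 256 ± 105 (SD, n = 4) in metastasis and 40.2 ± 14.6 (SD, n = 12) in PT, a log2 fold change of 2.65 (standard error 0.35, adjusted p = 5e-05), with every metastasis above every PT sample. The value of miR-451 was 371 ± 63.2 against 141 ± 56.5, a log2 fold change of 1.48 (standard error 0.28, adjusted p = 0.00215). Among the lower miRNAs, miR-10b had a log2 fold change of -3.53 (standard error 0.60, adjusted p = 0.00105), with 1 of 4 metastases above the detection limit. All 4 metastases were under the limit for miR-196a, which was above it in 10 of 12 PT samples. On the measured PT values miR-196a was at least 1.70-fold lower in metastasis. All 4 were also under the limit for miR-127, which was above it in 7 of 12 PT samples. No fold change is given for miR-127. With the animal as a block the count was 6, and the calls of miR-451 (adjusted p = 0.0820), miR-196a (0.0615) and miR-127 (0.0634) were lost. Over the alternatives their adjusted p ran from 0.000488 to 0.318, from 1.29e-05 to 0.0615 and from 0.000581 to 0.358. The call of miR-451 was also lost with no scaling and with scaling by the mRNA controls, and that of miR-127 with the higher background. Without lung metastasis replicate 1 the count was 10. In the 3D-spheres against the monolayer, 17 miRNAs were called higher and 10 lower, 1 of the latter a viral probe. The balance turned to 18 higher and 22 lower with the 100 most abundant miRNAs and to 16 and 25 with the miRNA total, and kept its direction with no scaling (7 and 1) and with the mRNA controls (9 and 0). Against the limits of the monolayer lanes, miR-2132 was at least 16.2-fold higher and miR-2137 at least 9.16-fold higher in the spheres, and miR-222 was at least 2.48-fold higher. Against the limits of the sphere lanes, miR-297c was at least 2.04-fold lower, and miR-879 and miR-328 were called lower but lay under the limit in both. These 3 calls were lost without monolayer replicate 2 (0.109, 0.0962 and 0.0509) and sphere replicate 2 (0.649, 0.133 and 0.0911), those of miR-879 and miR-328 without sphere replicate 1 (0.102 and 0.0712), and that of miR-297c without monolayer replicate 1 (0.0500). No scaling and scaling by the mRNA controls took the same 3 calls away, and the higher background those of miR-222 and miR-297c, while miR-879 and miR-328 turned sign (0.034 each). No miRNA was called with limma when the 4 cultures were fitted alone or with the culture number as a block (29 and 19 probes had an unadjusted p under 0.05), and the count was 49 without monolayer replicate 2, 15 without sphere replicate 1 and 12 without sphere replicate 2.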

The top differentially expressed miRNAs for each comparison (Carcinoma *vs*. EMT-like, Carcinoma *vs*. NMG, EMT-like *vs*. NMG, lung metastasis *vs*. PT and *in vitro* JygMC(A) 3D-spheres *vs*. the monolayer cells) can be found in Dataset S5A. 

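The panel held 5 members of the miR-200 family. In the mouse annotation the genes of miR-200a, miR-200b and miR-429 lie within 10 kb of each other, as do those of miR-200c and miR-141, so members of a cluster are not independent. Normalized miR-200a was 254 ± 207 (SD, n = 5) in carcinoma and 41.9 ± 50.1 (SD, n = 7) in EMT-like areas, a log2 fold change of 3.48 (standard error 1.00, limma adjusted p = 0.0909). For miR-200b the values were 893 ± 657 and 174 ± 182, a log2 fold change of 2.79 (standard error 0.68, adjusted p = 0.0617). For miR-200c they were 786 ± 515 and 144 ± 177, a log2 fold change of 3.36 (standard error 0.84, adjusted p = 0.0617). The log2 fold change of miR-141 was 2.03 (92.2 ± 64.3 against 19.7 ± 16.2, standard error 0.75, adjusted p = 0.202), and that of miR-429 was 4.79 (725 ± 505 against 137 ± 184, standard error 1.34, adjusted p = 0.0877). The groups overlapped for each member, and 3 of 5 carcinoma samples (4 of 5 for miR-141) lay above every EMT-like sample. No member was called over all 583 probes. Of the 29 miRNAs named in the miRNA section of the paper, 6 passed 0.05 when adjusted over the list alone, miR-200a and miR-429 (0.0106 each), miR-200b, miR-200c and miR-203 (0.00622 each) and miR-146b (0.00649), against 0 over all probes. The study chose this list on these samples, so the first count is not independent evidence. The mean of the family was 3.29 higher on the log2 scale in carcinoma (exact two-sided permutation test over 792 splits, p = 0.0265). Exact p for single members, with Benjamini-Hochberg adjustment over 6 miRNAs with miR-203, was 0.0152 (adjusted 0.0404) for miR-200c, 0.0202 (0.0404) for miR-200b, 0.0316 (0.0470) for miR-200a, 0.0391 (0.0470) for miR-429 and 0.0833 for miR-141. The study named these 6 miRNAs from these same samples, so this adjustment is not independent evidence. The exact tests, here and below, take no account of samples that share an animal. The animal labels form 2 series, one with letters and one with numbers. Within the lettered series (3 carcinoma against 2 EMT-like samples) the family was 2.17 higher, with all carcinoma samples above (exact p = 0.1, the smallest this design allows). Within the numbered series (2 against 5) it was 2.69 higher with overlap (exact p = 0.238). For 3 of 4 animal labels with both areas the family mean was higher in carcinoma. The difference was 1.13 on average over the 4 (range -1.05 to 3.35). The largest came from the label that names 3 animals, and single animals gave -1.05 to 1.46. The direction was the same under every alternative setting. The filter on values of at least 20 gave an adjusted p of 0.0361 for miR-200b and 0.0469 for miR-200c. Over the alternatives the adjusted p of these ran up to 0.714. Without EMT-like replicate 2 the adjusted p was 0.0316 for miR-200a, 0.0132 for miR-200b, 0.0145 for miR-200c and 0.0277 for miR-429. Without carcinoma replicate 4 it was 0.0481 for miR-200a, 0.0243 for miR-200b, 0.0390 for miR-200c and 0.0176 for miR-141. Without EMT-like replicate 3 it was 0.0295 for miR-200b and miR-200c and 0.0447 for miR-429, and without carcinoma replicate 5 it was 0.0464 for miR-200b. Against scaling by TMM, the median log2 fold change of all probes moved by -0.26 with no scaling, by -0.18 with scaling by the 100 most abundant miRNAs, by -0.12 with scaling by the miRNA total and by 0.078 with scaling by the mRNA controls.

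**Figure D1:**
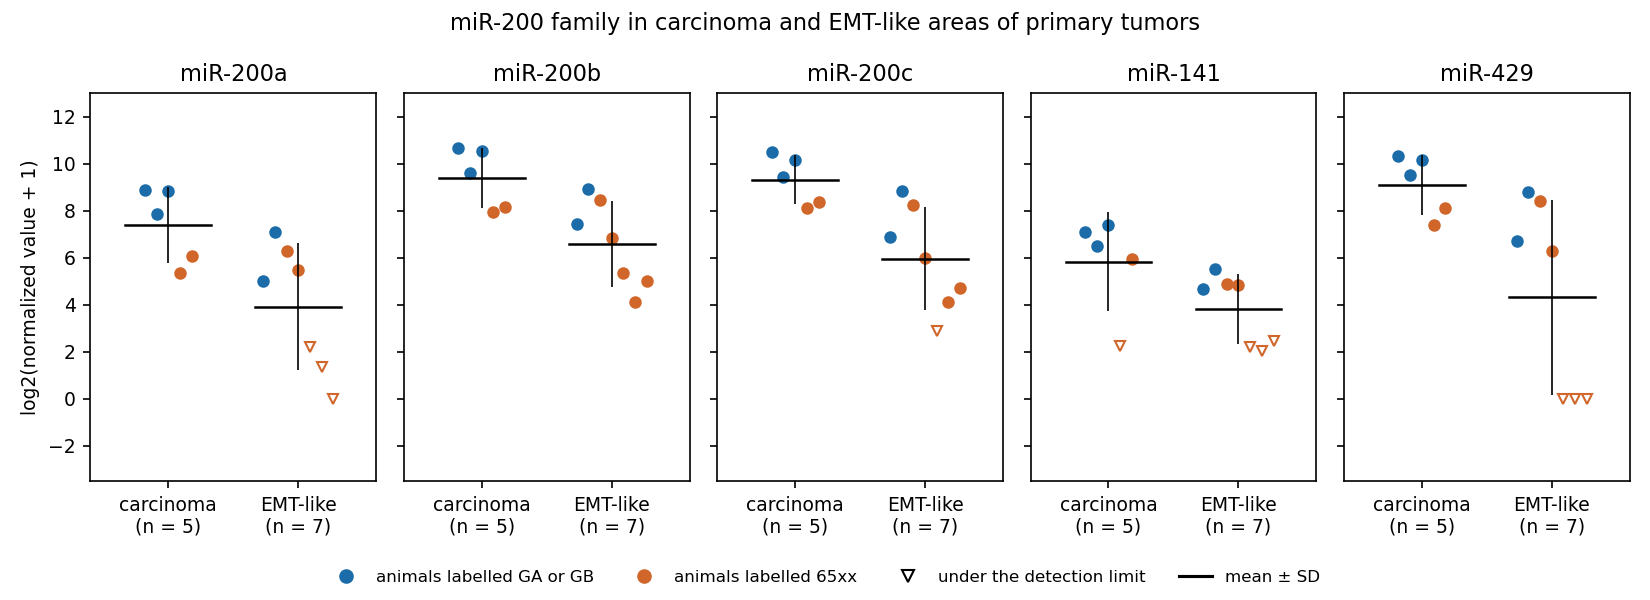
Normalized values of 5 miR-200 family members in carcinoma (n = 5) and EMT-like (n = 7) areas, on the y axis as log2(normalized value + 1), with 1 point per sample, a horizontal line at the mean and a vertical line for the SD. Blue points are the lettered series of animals, orange points the numbered series, and open triangles samples under the detection limit, and the groups overlap for each member.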

Interestingly, when comparing adenocarcinoma and EMT-like areas of primary tumors, we found among the top differentially expressed genes members of the miRNA-200 family in epithelial-like cells. The miRNA-200 family is known to regulate Zeb1 and Zeb2, and their expression decrease during EMT [32].

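Normalized miR-203 was 189 ± 115 (SD, n = 5) in carcinoma, 37.0 ± 39.3 (SD, n = 7) in EMT-like areas, 359 ± 188 (SD, n = 4) in lung metastasis and 238 ± 76.9 (SD, n = 2) in NMG. Between carcinoma and EMT-like areas the log2 fold change was 2.65 (standard error 0.62, limma adjusted p = 0.0617), with 3 of 5 carcinoma samples above every EMT-like sample. The exact two-sided permutation p was 0.0114, and 0.0404 after Benjamini-Hochberg adjustment over miR-203 and the 5 members of the miR-200 family. The study named these miRNAs from these same samples, so this adjustment is not independent evidence. Within the lettered series the difference was 2.21 on the log2 scale (exact p = 0.1, the smallest possible) and within the numbered series 2.00 (exact p = 0.0952). For 4 of 4 animal labels with both areas carcinoma was higher, by 0.17 to 3.54. The largest difference came from the label that names 3 animals, and single animals gave 0.17 to 1.42. The filter on values of at least 20 gave an adjusted p of 0.0334, with a range up to 0.714 over the alternatives. The adjusted p was 0.0106 without EMT-like replicate 2, 0.0243 without carcinoma replicate 4, 0.0295 without EMT-like replicate 3 and 0.0464 without carcinoma replicate 5. Lung metastasis exceeded EMT-like areas by a log2 fold change of 3.72 (standard error 0.66, adjusted p = 0.00132), with 4 of 4 metastases above every EMT-like sample (exact p = 0.00303, the smallest possible). Scaling by the 4 mRNA controls took this call away (adjusted p = 0.0633, range 0.000534 to 0.0633). Between lung metastasis and carcinoma the log2 fold change was 1.07 (adjusted p = 0.765, exact p = 0.175). Against all PT samples it was 2.62 (standard error 0.61, adjusted p = 0.0167), a call lost without lung metastasis replicate 1 (0.0666), without lung metastasis replicate 3 (0.102), and with the higher background (0.0585), the animal block (0.0820), no scaling (0.0771) or the mRNA controls (0.221), over a range of 0.00432 to 0.221. Between carcinoma and NMG miR-203 was not called (log2 fold change -0.57, standard error 0.88, adjusted p = 0.733, range 0.0782 to 1.00 over the alternatives), and scaling by the 100 most abundant miRNAs turned the sign to 0.34. EMT-like areas were lower than NMG (log2 fold change -3.22, standard error 0.85, adjusted p = 0.00686), below both NMG samples in 7 of 7. This call was lost without NMG replicate 2 (0.115) and with scaling by the 100 most abundant miRNAs (0.0742, the highest of a range from 0.000766).

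**Figure D2:**
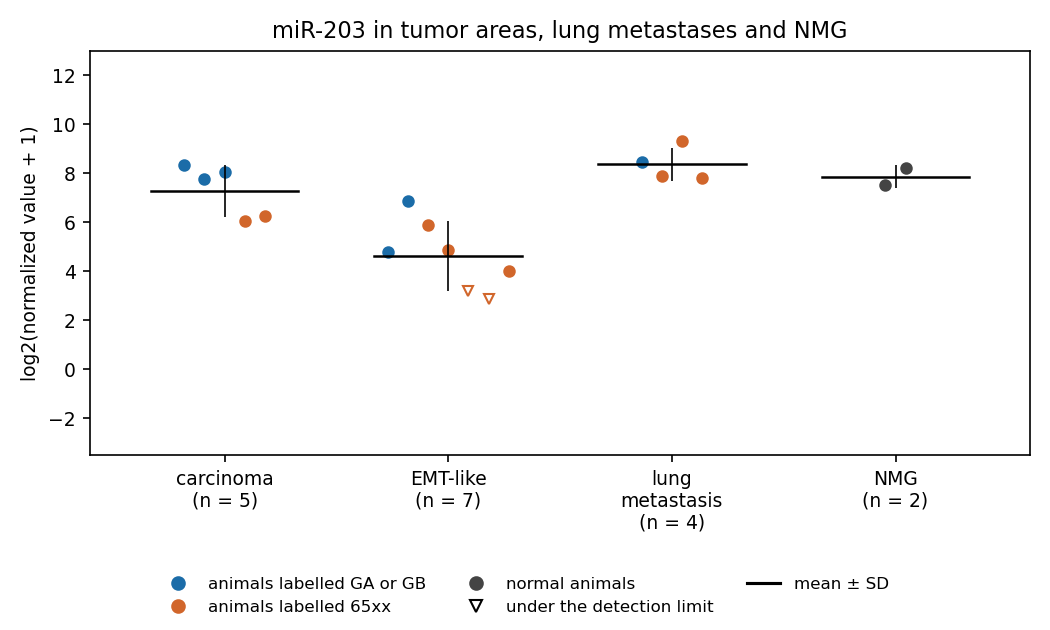
Normalized miR-203 in carcinoma (n = 5), EMT-like areas (n = 7), lung metastasis (n = 4) and NMG (n = 2), on the y axis as log2(normalized value + 1), with 1 point per sample, a horizontal line at the mean and a vertical line for the SD. Blue points are the lettered series of animals, orange points the numbered series, grey points normal animals and open triangles samples under the detection limit, and the 4 metastases lie above all 7 EMT-like samples.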

miR-203 was found in adenocarcinoma-like areas (primary tumor and lung metastases) and NMG suggesting that it might positively correlate with differentiation and MET markers and negatively correlate with EMT markers [31]. Furthermore, when comparing adenocarcinoma or EMT-like areas with NMG, we found 53 and 79 down-regulated miRNAs, respectively, and only 10 and 11 up-regulated in malignant tissue samples (adenocarcinoma or EMT-like areas respectively). 

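Against NMG (n = 2), limma called 32 miRNAs higher and 139 lower in carcinoma (n = 5), and 26 higher and 119 lower in EMT-like areas (n = 7). Viral probes made up 5 of the lower calls in carcinoma and 2 in EMT-like areas, and 0 of the higher calls. An unadjusted p under 0.05 was found for 217 and 206 probes. With a fold change of at least 2 as a further criterion the counts were 31 higher and 131 lower, and 25 higher and 113 lower. Both comparisons share the same NMG samples, and 24 miRNAs were called higher and 108 lower in both. Of the 29 miRNAs named in this section of the paper, 15 were called in carcinoma and 20 in EMT-like areas over all probes, and 18 and 26 when adjusted over the list alone, which is not independent evidence. Of the lower miRNAs in carcinoma, 86 were under the detection limit in all 5 samples, and 54 of those lower in EMT-like areas were under it in all 7. Among the lower miRNAs without overlap between groups, the largest fitted log2 fold changes were those of miR-144, miR-1 and, in carcinoma, miR-218 or, in EMT-like areas, miR-451, but this order is not measured where all samples of a group are under the limit. All carcinoma samples were under the limit for miR-144 and miR-218, which were at least 38.3-fold and at least 11.5-fold lower than in NMG. In EMT-like areas miR-144 was above the limit in 1 of 7 samples (log2 fold change -7.76). The value of miR-451 was 146 ± 64.8 (SD, n = 7) in EMT-like areas and 7438 ± 52.2 (SD, n = 2) in NMG, a log2 fold change of -5.79 (standard error 0.38, adjusted p = 2.62e-10). In the mouse annotation the genes of miR-144 and miR-451 lie within 10 kb of each other. The cell types in NMG and in the tumor areas were not measured here, so these falls are not assigned to the tumor cells. Without NMG replicate 2, 16 miRNAs were called higher in carcinoma and 15 in EMT-like areas. Without NMG replicate 1, 80 were called lower in carcinoma and 79 in EMT-like areas, and without NMG replicate 2, 90 were lower in carcinoma. The higher miRNAs in carcinoma and EMT-like areas numbered 97 and 113 with the higher background, 5 and 10 with no scaling, and 6 and 6 with the mRNA controls. The floor of 1 that the higher background applies before scaling leaves undetected miRNAs higher in tumor lanes than in NMG lanes.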

From those up-regulated miRNAs, 8 of them were common in malignant tissue: miR-9, miR-34c, miR-140, miR-337-5p, miR-1196, miR-1892, miR-2133 and miR-2137. This suggests that a greater proportion of miRNAs were silenced during the malignant transformation.

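Of these 8 miRNAs, 7 were called higher than in NMG in both carcinoma and EMT-like areas with limma. The exception was miR-1892, which was under the detection limit in all samples of the 3 groups. The normalized value of miR-9 was 1029 ± 374 (SD, n = 5) in carcinoma, 707 ± 195 (SD, n = 7) in EMT-like areas and 8.86 ± 7.28 (SD, n = 2) in NMG, with 1 of 2 NMG samples above the limit. Its log2 fold changes were 6.85 (standard error 0.53, adjusted p = 1.85e-09) and 6.34 (adjusted p = 3.53e-09). For miR-2133 they were 4.55 (standard error 1.36, adjusted p = 0.0157) and 5.66 (adjusted p = 0.00251), from 243 ± 131 and 529 ± 334 against 11.0 ± 11.3, with 1 of 2 NMG samples above the limit. Both calls of miR-2133 were lost without NMG replicate 2 (0.236 and 0.103), and that in carcinoma with no scaling (0.0613, the highest of a range from 0.00398). The values of miR-2137 were 125 ± 82.4 and 127 ± 63.0 against 4.43 ± 1.61, also with 1 of 2 NMG samples above the limit, with log2 fold changes of 4.35 (standard error 0.73, adjusted p = 8.84e-05) and 4.43 (adjusted p = 4.42e-05). The values of miR-140 were 1987 ± 1381 and 1676 ± 588 against 109 ± 6.31, with log2 fold changes of 3.96 (adjusted p = 0.00305) and 3.87 (adjusted p = 0.00273). For miR-1196, 232 ± 79.0 and 334 ± 278 against 21.5 ± 1.59 gave 3.30 (adjusted p = 4.89e-05) and 3.59 (adjusted p = 1.32e-05). The call of miR-337-5p in carcinoma (adjusted p = 0.0149) came from values under the limit in all carcinoma and NMG samples, so no fold change is given, and it was lost without NMG replicate 1 (0.0843), without NMG replicate 2 (0.0840) and with a pseudocount of 10 (0.0986, the highest of a range from 0.000791). In EMT-like areas miR-337-5p was called higher as well (limma adjusted p = 0.00379). Only 3 of 7 EMT-like samples were above the limit, so no fold change is given there either. The normalized value of miR-34c was 1326 ± 227 and 1047 ± 276 against 418 ± 25.3, with log2 fold changes of 1.65 (adjusted p = 0.000342) and 1.28 (adjusted p = 0.00273). Its deposited values were 927 to 1545 in the primary tumors and 1058 to 1078 in NMG. The name of its probe states that it carries 0.124 of the signal of positive control A. Both calls of miR-34c were lost with no scaling, with scaling by the mRNA controls and with subtraction of that signal, with adjusted p from 2.11e-05 to 0.903 in carcinoma and from 2.06e-05 to 0.847 in EMT-like areas over the alternatives. For each of the 7, every tumor sample lay above both NMG samples.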

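Of the miRNAs called against NMG, 81.3% were lower in carcinoma and 82.1% in EMT-like areas. The median log2 fold change of all probes was -0.68 and -0.30. The share depended on the scaling, since the miRNA sums differ between NMG and tumors while every lane holds the same probes. With scaling by the 100 most abundant miRNAs, the medians moved by 0.58 and 0.43 and the shares were 57.7% and 49.0%. With scaling by the miRNA total, they moved by 0.35 and 0.30 and the shares were 68.1% and 65.2%. With no scaling the medians moved by -1.15 and -0.86 and the shares were 98.3% and 95.3%, and with scaling by the 4 mRNA controls by -0.58 and -0.70, with 96.6% and 96.5%. With each of the 24 lanes in turn as the TMM reference, the share was 75.9% to 92.0% in carcinoma and 75.6% to 87.3% in EMT-like areas. From the larger number of lower miRNAs, the paper proposes that a greater part of the miRNAs was silenced as the tissue became malignant.

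**Figure D3:**
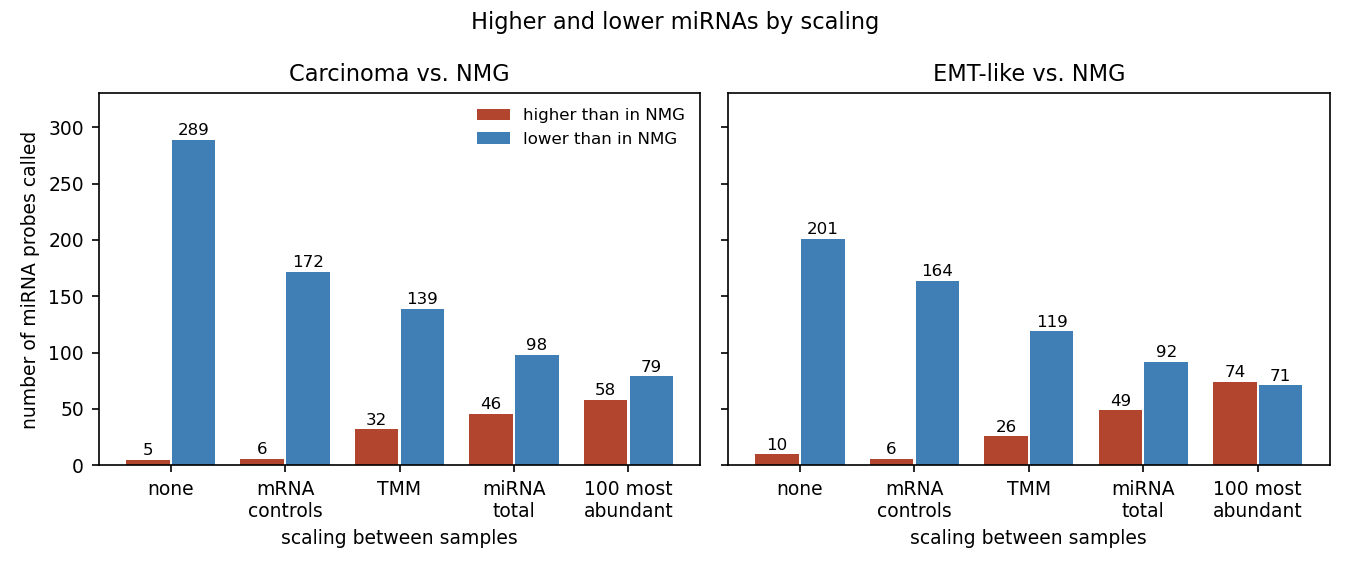
Numbers of miRNAs called higher and lower than in NMG under 5 scalings, as bars on an axis of counts that starts at 0, for carcinoma and EMT-like areas. In EMT-like areas, 10 were higher and 201 lower with no scaling, and 74 higher and 71 lower with scaling by the 100 most abundant miRNAs.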

Several members of the miR-15 family, such as miR-15a, miR-16, miR-196, miR-497, as well as miR-205 overexpression, which are known to repress Cripto-1 expression [33, 34], were found in NMG but not in primary JygMC(A) tumors, consistent with potential Cripto-1 involvement in tumorigenesis of mammary tissue. Moreover, we found miRNAs such as miR-1, miR-146, miR-199 and miR-200 family increased in NMG when compared with malignant tissues as well as in primary carcinoma regions when compared with EMT-like regions or lung metastasis (Dataset S5A). 

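Normalized miR-15a was 596 ± 123 (SD, n = 5) in carcinoma, 495 ± 144 (SD, n = 7) in EMT-like areas and 1652 ± 363 (SD, n = 2) in NMG. Its log2 fold change against NMG was -1.48 in carcinoma (standard error 0.60, limma adjusted p = 0.0701) and -1.77 in EMT-like areas (standard error 0.57, adjusted p = 0.0250). For miR-16, 2103 ± 378 and 2211 ± 456 against 6394 ± 228 gave -1.62 (standard error 0.51, adjusted p = 0.0201) and -1.57 (standard error 0.49, adjusted p = 0.0208). Both miRNAs were above the detection limit in all 12 primary tumor samples and below both NMG samples in each. The genes of miR-15a and a miR-16 copy lie within 10 kb of each other. The calls of miR-16 were lost without NMG replicate 1 (0.134 and 0.148) and without NMG replicate 2 (0.113 and 0.128), and with scaling by the 100 most abundant miRNAs or by the total, where the log2 fold changes were -0.70 and -1.17 in carcinoma. The adjusted p of miR-16 ranged from 0.000192 to 0.311 in carcinoma and from 0.000714 to 0.612 in EMT-like areas, where the higher background also took its call away. The EMT-like call of miR-15a was lost under the same 3 settings, without NMG replicate 1 (0.226) and without NMG replicate 2 (0.103). In carcinoma miR-15a was called with no scaling, with the mRNA controls, with TMM against another lane and with those groups alone in the fit, over a range of 0.00109 to 0.526. Against NMG, miR-15b was not called (log2 fold changes 0.64 and 0.23) except as higher with scaling by the 100 most abundant miRNAs or the total, and in carcinoma with the filter, and its sign turned with no scaling (-0.93 and -0.95) and with the mRNA controls (-0.24 and -0.80), and in EMT-like areas with TMM against another lane (-0.052) and without NMG replicate 2 (-0.064). miR-195 was above the limit in 2 of 5 carcinoma and 2 of 7 EMT-like samples, with log2 fold changes of -2.57 (adjusted p = 0.0241) and -2.19 (adjusted p = 0.0499). Its carcinoma call was lost without NMG replicate 1 (0.119) and NMG replicate 2 (0.146), with those groups alone and with the scalings by the 100 most abundant miRNAs and the total. Its EMT-like call was lost under these scalings, the animal block and the positive control correction, without NMG replicate 1 (0.189), NMG replicate 2 (0.240), or EMT-like replicate 1 (0.0733), 2 (0.0664), 4 (0.0612), 5 (0.0675), 6 (0.0561) or 7 (0.0682). For miR-196a, 24.2 ± 19.1 in carcinoma, with 3 of 5 samples above the limit, and 31.8 ± 12.7 in EMT-like areas against 323 ± 56.1 gave -3.98 (standard error 0.68, adjusted p = 0.000115) and -3.38 (standard error 0.65, adjusted p = 0.000434), called under every setting. For miR-196b the log2 fold changes were -1.61 (adjusted p = 0.0780) and -2.41 (adjusted p = 0.00732). In carcinoma miR-196b was called with a pseudocount of 10, no scaling, the mRNA controls and TMM against another lane (range 0.00136 to 0.595), and its EMT-like call was lost without NMG replicate 1 (0.0909), without NMG replicate 2 (0.0538), with the 100 most abundant miRNAs and with the higher background (range 0.000346 to 0.193). For miR-497 they were -1.54 (adjusted p = 0.153) and -1.96 (adjusted p = 0.0588), called in both with the higher background, a pseudocount of 10, those groups alone, no scaling, the mRNA controls and TMM against another lane, and it was above the limit in 4 of 5 carcinoma and 7 of 7 EMT-like samples. For miR-205, 53.9 ± 44.2 and 44.0 ± 21.4 against 1410 ± 134 gave -5.02 (standard error 0.78, adjusted p = 3.74e-05) and -5.12 (standard error 0.74, adjusted p = 2.03e-05), called under every setting. From these miRNAs and their known repression of Cripto-1, the paper proposes that Cripto-1 may take part in mammary tumorigenesis.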

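For miR-1, all 12 primary tumor samples were under the detection limit and the NMG values were 834 and 30.8, so it was at least 8.98-fold lower in carcinoma (limma adjusted p = 2.5e-06) and at least 13.2-fold lower in EMT-like areas (adjusted p = 4.99e-06). Without NMG replicate 1 it was at least 1.75-fold and 2.58-fold lower, and without NMG replicate 2 at least 46.0-fold and 67.8-fold lower. miR-146a was 586 ± 399 (SD, n = 5) in carcinoma, 664 ± 112 (SD, n = 7) in EMT-like areas, 381 ± 209 (SD, n = 4) in lung metastasis and 508 ± 104 (SD, n = 2) in NMG. Its log2 fold change against NMG was -0.025 in carcinoma (adjusted p = 1.00) and 0.38 in EMT-like areas (adjusted p = 0.658), and the scaling turned both signs, to 0.89 in carcinoma with the 100 most abundant miRNAs and to -0.80 in EMT-like areas with no scaling. The sign in carcinoma also turned with the miRNA total, with the filter, and without carcinoma replicate 1 (0.12), carcinoma replicate 2 (0.20), carcinoma replicate 3 (0.077) or NMG replicate 1 (0.19), and that in EMT-like areas with the mRNA controls. miR-146a was called lower in carcinoma with no scaling (adjusted p = 0.0141) and higher in EMT-like areas with the 100 most abundant miRNAs (adjusted p = 0.0104), the lowest of ranges up to 1.00 and 0.969. Against NMG, the log2 fold changes of miR-146b were 0.16 (adjusted p = 0.946) and -1.27 (adjusted p = 0.0727). That in carcinoma was -1.41 with no scaling (adjusted p = 0.0483, the lowest of a range up to 0.948). It was also negative with the higher background, the mRNA controls and TMM against another lane, without carcinoma replicate 3 (-0.12) and without NMG replicate 1 (-0.29). That in EMT-like areas was called without EMT-like replicate 2 (0.0275) and without EMT-like replicate 3 (0.0499), with no scaling, with the mRNA controls and with TMM against another lane. Between carcinoma and EMT-like areas miR-146b had a log2 fold change of 1.43 (153 ± 84.5 against 56.0 ± 31.2, standard error 0.37, adjusted p = 0.0643), called with the filter (0.0475, the lowest of a range up to 0.714), without EMT-like replicate 2 (0.0232), without carcinoma replicate 4 (0.0176) and without EMT-like replicate 3 (0.0447). miR-199a-3p was 895 ± 294 in carcinoma and 1086 ± 424 in EMT-like areas against 5992 ± 952 in NMG, with log2 fold changes of -2.79 (standard error 0.45, adjusted p = 4.93e-05) and -2.52 (standard error 0.43, adjusted p = 0.00011). miR-199a-5p was 321 ± 109 and 379 ± 187 against 2854 ± 609, with -3.20 (adjusted p = 4.55e-06) and -3.01 (adjusted p = 6.83e-06). These 4 calls held under every setting, below both NMG samples in 12 of 12. Between carcinoma and EMT-like areas, the log2 fold change was -0.41 for miR-146a (adjusted p = 0.651), -0.27 for miR-199a-3p (adjusted p = 0.752) and -0.18 for miR-199a-5p (adjusted p = 0.862). Between lung metastasis and carcinoma it was -1.29 for miR-199a-3p (adjusted p = 0.0717) and -1.28 for miR-199a-5p (adjusted p = 0.0589), called without lung metastasis replicate 1 (0.0111 and 0.0248) and, for the latter, without carcinoma replicate 3 (0.0278). Against all PT samples both were called lower (-1.44, adjusted p = 0.00711, and -1.39, adjusted p = 0.00538), and these calls were lost without lung metastasis replicate 3 (0.0629 and 0.0558), with the animal block and with the mRNA controls (ranges 0.00064 to 0.207 and 0.00046 to 0.143). Against carcinoma both were called with the filter, the higher background and no scaling, and miR-199a-5p also with a pseudocount of 10 (lowest adjusted p 0.0273 and 0.0189). For the same samples it was -0.56 for miR-146a (adjusted p = 0.781), 0.16 for miR-146b (adjusted p = 1.00) and 0.43 for the mean of the miR-200 family (exact two-sided permutation p = 0.675).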

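Against NMG, no miR-200 family member was called in carcinoma with limma. The log2 fold changes were -0.69 for miR-200a, 0.45 for miR-200b, 0.61 for miR-200c, -1.53 for miR-141 and 0.33 for miR-429, and no scaling turned the signs of miR-200b (-1.12), miR-200c (-0.96) and miR-429 (-1.24). Scaling by the mRNA controls turned the same signs, and TMM against another lane that of miR-429. miR-141 was called lower with no scaling (adjusted p = 0.0219, the lowest of a range up to 0.804), and miR-200a came to 0.22 with the 100 most abundant miRNAs. In EMT-like areas, miR-200a (log2 fold change -4.18, adjusted p = 0.0270) and miR-141 (-3.57, adjusted p = 0.0125) were called lower, below both NMG samples in 7 of 7. Both calls were lost without NMG replicate 1 (0.110 and 0.0666) and NMG replicate 2 (0.251 and 0.165), and with the 100 most abundant miRNAs (0.151 and 0.0783, the highest of ranges from 0.00236 and 0.000766). That of miR-200a was also lost with the miRNA total and with those groups alone in the fit. miR-200b (log2 fold change -2.34, adjusted p = 0.0708), miR-200c (-2.76, adjusted p = 0.0861) and miR-429 (-4.46, adjusted p = 0.0828) were not called, and lay below both NMG samples in 6 of 7. These were called without EMT-like replicate 2 (0.0213, 0.0282 and 0.0289), without EMT-like replicate 3 (0.0348, 0.0432 and 0.0361), with no scaling and with the mRNA controls, over ranges of 0.00411 to 0.411, 0.00566 to 0.438 and 0.0145 to 0.218. TMM against another lane called miR-200b and miR-200c, and the higher background miR-200c and miR-429. Between lung metastasis and EMT-like areas, the log2 fold changes were 3.96 for miR-200a (adjusted p = 0.0261), 3.09 for miR-200b (0.0131), 3.66 for miR-200c (0.0176), 2.73 for miR-141 (0.0401) and 5.17 for miR-429 (0.0322), with 4 of 4 metastases above every EMT-like sample. Their mean gave an exact two-sided permutation p of 0.0182. Without lung metastasis replicate 1 their adjusted p was 0.0940, 0.0559, 0.0664, 0.161 and 0.0993, and scaling by the mRNA controls took all 5 calls away. The calls of miR-200a, miR-141 and miR-429 were also lost without lung metastasis replicate 2 (0.0716, 0.0794 and 0.0685), lung metastasis replicate 3 (0.0539, 0.0751 and 0.0751), EMT-like replicate 5 (0.0518, 0.0786 and 0.0589) and EMT-like replicate 6 (0.0541, 0.0815 and 0.0603), and with the animal block. Those of miR-141 and miR-429 were lost without lung metastasis replicate 4 (0.0704 and 0.0557) and EMT-like replicate 7 (0.0790 and 0.0558). That of miR-141 was lost with no scaling and the higher background, and that of miR-429 with the series of animals as a term.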

A growing body of evidence supports an interrelationship between those miRNAs and the Notch signaling pathway [35]. To further analyze the miRNAs, we used the TargetScan6.2 to compile a list of miRNAs that might be modulating the six validated genes that were found to be differentially expressed in both targeted and global expression analysis (Cdh2, Foxa2, Gata6, Sox17, Prom1 and Bmp4) (Dataset S5B). All of these genes, except Cdh2, are involved in the establishment of lung metastasis through MET. Taken together, these results suggest that a series of microRNAs might permit fine-tuning of the EMT-MET transition in this model. Combining data from mRNA and miRNA analyses results in a proposed signaling network of key genes and regulators, suggesting interaction among Cripto-1/Tdgf-1, Sox2, Bmp4, Cdh1 and miR-15/16, miR-200 family, miR-99; which supports the observations in this detailed study of the JygMC(A) mouse model (Figure 5A).

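Normalized miR-99a was 797 ± 222 (SD, n = 5) in carcinoma, 486 ± 98.0 (SD, n = 7) in EMT-like areas and 2744 ± 419 (SD, n = 2) in NMG. Its log2 fold change against NMG was -1.82 in carcinoma (limma adjusted p = 0.00261) and -2.51 in EMT-like areas (adjusted p = 6.31e-05), below both NMG samples in 12 of 12, and the first call was lost without NMG replicate 1 (0.0512). Between carcinoma and EMT-like areas it was 0.69 (adjusted p = 0.299). For miR-99b the log2 fold changes against NMG were 0.73 (adjusted p = 0.0763) and 0.74 (adjusted p = 0.0681). miR-99b was called higher without EMT-like replicate 1 (0.0280, EMT-like areas), and in both areas with the scalings by the 100 most abundant miRNAs and the total, with the filter and with those groups alone in the fit, over ranges of 0.000289 to 0.928 and 3.14e-05 to 0.765. Its sign turned to -0.84 and -0.44 with no scaling and to -0.15 and -0.29 with the mRNA controls.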

**Figure 5:**
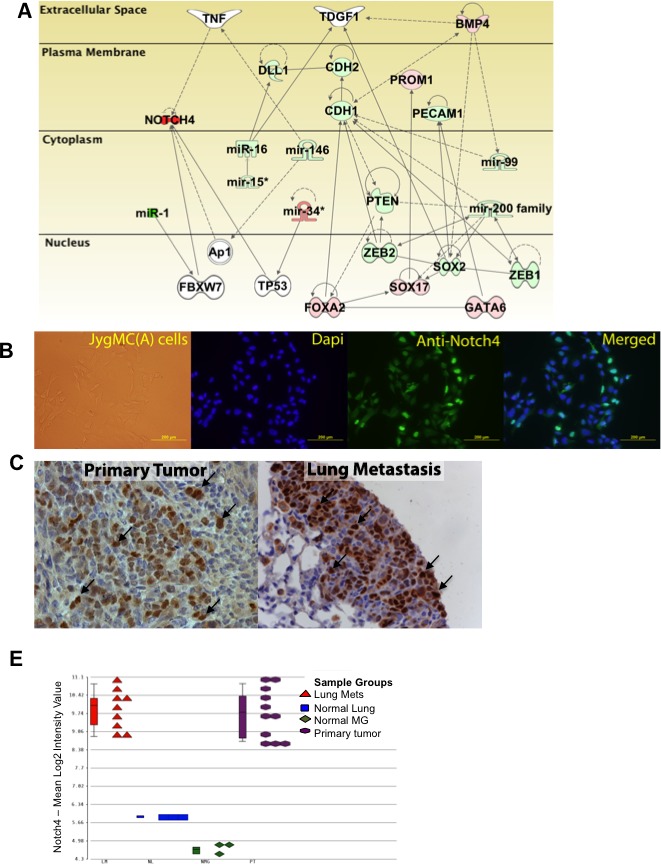
miRNA regulation and Notch4 expression *in vitro* and *in vivo* mRNA and microRNA network in JygMC(A) primary mammary tumor model **B.** Immunofluorescence staining of *Notch4* in adherent JygMC(A) parental cell line **C.** Immunohistochemistry of *Notch4* in primary tumor derived from JygMC(A)-GFP/Luc cells and lung metastasis. Brown staining represents positivity. Arrows indicate nuclear staining. **D.** *Notch4* gene expression throughout microarray samples.

### Notch signaling has a role in driving tumor growth and metastasis in the JygMC(A) mouse mammary model

We anticipated that the Notch signaling pathway might play an important role in driving tumor growth and metastasis in this system since the NICD was found in the nucleus of the JygMC(A) cells *in vitro* (Figure 5B). In addition, the NOTCH4 protein was also observed in the nuclei of cells in primary tumors and in lung metastases (Figure 5C). Moreover, the observed expression patterns in the microarray showed that Notch4 was overexpressed in the primary tumor tissues and lung metastasis when compared with normal tissue using a microarray platform (Figure 5D).

To verify the potential contribution of Notch signaling during mammary tumor progression, we used the RO4929097 gamma-secretase inhibitor, which is a novel orally-active inhibitor with improved clinical toxicity and currently under investigation in a Phase II clinical trial in treating patients with advanced, metastatic or recurrent TNBC (Trial Registration ID: NCT01151449). In order to assess the effect of this compound on JygMC(A) cells, we performed several cell-based *in vitro* and *in vivo* assays. First, we performed cell viability assays using different concentrations ranging from 2 to 100μM of the RO4929097 inhibitor and equivalent volume of the vehicle controls. Flow cytometry analysis of cell viability using propidium iodide showed no significant cytotoxic effects using 100μM RO4929097 on JygMC(A) cells with 3.48% of cell death and 3.69% of vehicle.

Likewise, the TUNEL assay showed no significant drug-induced apoptotic effects at 100 μM RO4929097 on NMuMG cells (less than a 1%) and 0.86% of apoptotic response for the JygMC(A) cells (a staining representation can be seen on Figure S3A). In order to validate the suppressive effects of the gamma-secretase inhibitor *in vitro*, we verified Notch4 endogenous mRNA levels and whether RO4929097 could reduce Notch downstream effector target genes such as Hes1 by qRT-PCR. As expected, there were no significant changes in total endogenous Notch4 mRNA levels following RO4929097 treatment (Figure S3B). In contrast, we observed a dose-dependent reduction in Hes1 expression suggesting that gamma-secretase is needed for full activation of the pathway (Figure S3C).

Next, we assessed the expression of 9 genes involved in the Notch signaling pathway including receptors (Notch receptors 1-4), downstream target gene effectors (Hey1, Hey2 and Hes5) and one TGF-β family member (Nodal) (Figure S3D). TGF-β signaling collaborates to induce EMT in BC cells and maintain their mesenchymal/CSC states [36]. All genes showed expression mostly *in vivo* and not *in vitro*, except Notch 2, suggesting that the tumor microenvironment favors expression and/or full activation of the Notch signaling pathway and other signaling pathways. The list of genes and oligonucleotide sequences can be found in Table S2.

Next, we assessed whether the RO4929097 treatment could affect proliferation, soft agar colony formation, cellular migration and/or invasion, and tumorsphere formation of the JygMC(A) cells. In all of these *in vitro* assays, RO4929097 significantly inhibited the biological responses. For example, after 48hrs of the RO4929097 treatment, we observed approximately 30% and 62.5% inhibition in proliferation using 50μM and 100μM of RO4929097, respectively, as compared with vehicle-treated control cells (Figure 6A). A reduction of 60% in the number of soft-agar colonies was found when assessing anchorage-independent growth using 50μM of RO4929097 (Figure 6B). A significant decrease (around 70%) in migration and invasion was found with 100μM RO4929097 treatment after 24hrs (Figure 6C-6D). Treatment with 50μM RO4929097 also significantly impaired tumorsphere formation (Figure 6E). Moreover, RO4929097 significantly inhibited primary tumor growth during treatment; however, the inhibitory response of the drug was time limited as its potency was reduced at later time points as tumors increased in size (Figure 6F). A reduced number of metastatic lung nodules were observed in animals treated with RO4929097 as compared with vehicle-treated animals (Figure 6G).

**Figure 6:**
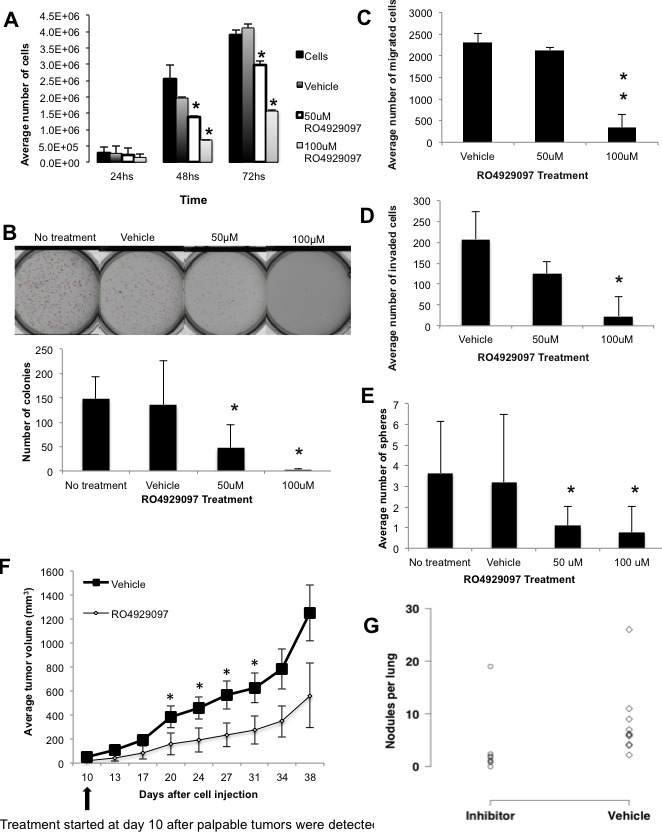
*In vitro* and *In vivo* effects of the gamma-secretase inhibitor RO4929097 in the JygMC(A) cell line and mouse model Proliferation assay. JygMC(A)-GFP/Luc cells were seeded in 12-well dishes in triplicate at 5×10^3^cells/well and cultured for 24, 48 and 72 hrs. Cells were then harvested and counted. Data are representative of two independent experiments in triplicate ±SD, *P < 0.0001, as compared to control vehicle-treated cells. **B.** Colony formation assay in soft agar. A total of 1.5×10^4^cells were cultured for 10 days. Colonies were stained with NitroBlue Tetrazolium and quantified using Gelcount. Data are representative of two independent experiments in triplicate ±SD, *P < 0.005, as compared to control vehicle-treated cells. **C.** Boyden chamber migration and **D.** invasion assays. A total of 4×10^4^cells in serum-free medium were seeded on the top chambers, and 2% or 5% FBS-containing medium was placed in the bottom wells as a chemoattractant. Cells were incubated for 24hrs. Cells that migrated/invaded through the membrane were stained and counted using a light microscope. Data are expressed as the average of cells in ten fields from each membrane (20X). Data are representative of two independent experiments in duplicate ±SD, *P < 0.01 and **P < 0.001, as compared to control vehicle-treated cells. **E.** Sphere formation assay. A total of 10,000 cells were cultured for 10 days on non-adherent plates and treated with different concentrations of RO4929097. Data are representative of two independent experiments in sixplicate ±SD, *P < 0.001, as compared to control vehicle-treated cells. **F.** Nude mice bearing mammary tumors (*n* = 10/group) were dosed orally following the schedule of 60mg/Kg every other week (7days on/7days off) or vehicle for 4 weeks and primary tumor volumes are represented in the graph, ±SD, *P < 0.05, as compared to control vehicle-treated animals. **G.** Number of pulmonary nodules per animal in control vehicle-treated and RO4929097-treated animals (*P < 0.05, one-sided values; Wilcoxon rank-sum test).

### Cripto-1 promoter is active during primary tumor growth but not in metastasis

Since CRIPTO-1 physically interacts with all four Notch receptors and Notch4 and Cripto-1 has been shown to be relevant in embryogenesis, maintenance of a human BC stem cell population and tumorigenesis [6, 13, 14], we decided to investigate the role of Cripto-1 in the JygMC(A) mouse model. We generated a reporter system using the luciferase gene driven by the promoter for the mouse Cripto-1 gene. The mouse Cripto-1 promoter sequence can be found in Table S3. The reporter can detect real-time Cripto-1 expression *in vitro* and *in vivo* during tumor growth and lung metastasis. To validate the activity of the mouse Cripto-1 luciferase reporter *in vitro*, we performed a dual-luciferase assay using mouse F9 embryonal carcinoma cells that express high levels of endogenous Cripto-1 [37]. To induce the Cripto-1 promoter activity, we used two TGF-β-related family members: TGF-β1 and NODAL which were previously reported to activate the human Cripto-1 promoter [37] (Figure S4A and S4B). After construct validation, stably transfected JygMC(A) cells containing the mouse Cripto-1 promoter reporter construct or the negative-control were injected bilaterally into the fourth mammary fat pads (*n* = 5 animals/group). Tumor growth was assessed twice a week for the Cripto-1 promoter activity and weekly for negative-control animals. Using this unique detection system, we determined that the Cripto-1 promoter was expressed in 100% (10/10) of the injection sites of primary JygMC(A) mammary tumors (Figure 7A), whereas the same promoter construct was silenced in pulmonary metastases. This confirmed that this embryonic stem cell gene is only active during primary tumor growth and during the initiation of metastasis.

**Figure 7:**
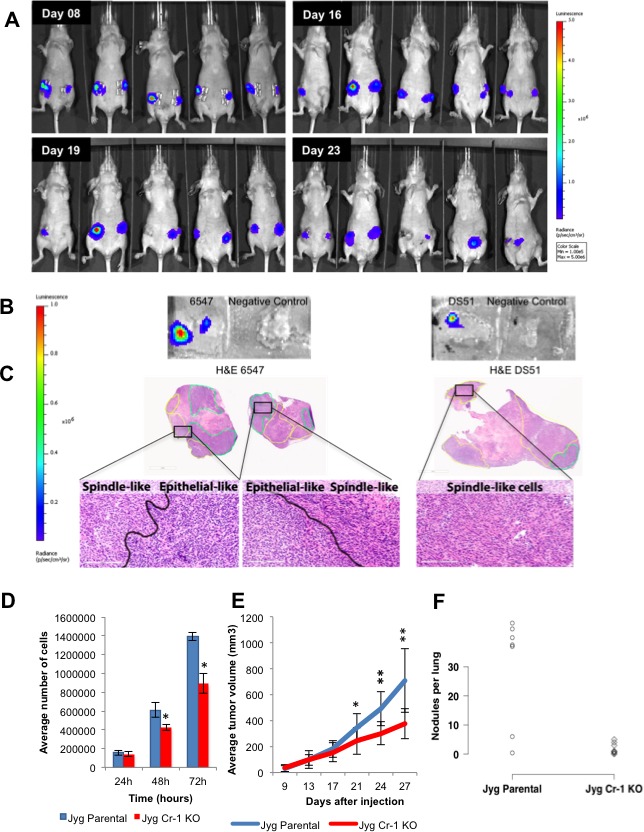
Mouse Cripto-1 promoter and Cripto-1 knockout in JygMC(A) cell line Representation of bioluminescent imaging on animals injected bilaterally into the fourth mammary gland with JygMC(A) cells containing the mouse *Cripto-1* promoter. Animals were imaged at day 8, 16, 19 and 23-post cell injection. **B.** *In situ* detection of *Cripto-1* promoter activity in primary tumor tissue sections. **C.** H&E of the primary tumor tissue sections depicted in **B.** showing carcinoma areas (green) and EMT-like areas (yellow) and high magnification (20X). Scale bars: 3mm and 200μm. **D.** Proliferation assay. JygMC(A) cells were seeded in 12-well dishes in triplicate at 5_x_10^4^cells/well and cultured for 24, 48 and 72 hrs. Cells were then harvested and counted. Data are representative of two independent experiments in triplicate ±SD, *P < 0.0002, as compared to control cells. **E.** Average of primary tumor volumes are represented in the graph on JygCr-1KO and JygMC(A) parental cells (*n* = 7 animals/group ±SD, *P < 0.01 and **P < 0.0001, as compared to control animals). **F.** Number of pulmonary nodules per animal in JygCr-1KO and JygMC(A) parental animals (*P < 0.05, one-sided values; Wilcoxon rank-sum test).

We then wanted to validate NanoString-based evidence that the Cripto-1 gene is expressed in EMT-like areas of primary tumors. To ascertain this, we performed an *in situ* luciferase expression assay on primary tumors derived from JygMC(A)-Cripto-1 promoter fluorescently-tagged cells. Living Image *In Vivo* Software was used to identify localized sites in the primary tumor sections showing luminescence (Figure 7B). Even though the primary tumors possessed a mixed cell population (adenocarcinoma and EMT-like areas) based on H&E staining, Cripto-1 promoter activity was observed mostly in the EMT-like areas (Figure 7C). These results are consistent with other studies suggesting that Cripto-1 plays a role in the induction of an EMT program and might support the reprogramming of differentiated tumor cells into CSC.

### *Cripto-1* knockout inhibited proliferation *in vitro* and tumor volume *in vivo*

In order to investigate the role of Cripto-1 in this mouse model, we generated JygMC(A) mutant cells using the double nicking RNA-guided Cas9 nucleases from the microbial CRISPR (clustered regularly interspaced short palindromic repeat)-Cas system. After isolation of clonal cells, a homozygous mutant clone (JygCr-1KO) was confirmed by sequencing (Figure S5). A 35% reduction in cell growth was observed after 72 hrs for JygCr-1KO cells as compared with JygMC(A) parental cells (Figure 7D). More importantly, animals that received JygCr-1KO cells into both fourth mammary fat pads showed approximately 45% reduced primary tumor volume and reduced number of metastatic lung nodules when compared with JygMC(A) parental cells (Figure 7E and 7F, respectively), suggesting that Cripto-1 plays a significant role during tumor growth and metastasis in the JygMC(A) mouse mammary model.

## DISCUSSION

Pre-clinical animal models that can recapitulate the metastatic process and resemble specific molecular subtypes of human BC as well as facilitate identification and validation of candidate drug target genes are greatly desired since gene expression patterns in the mouse models shows extraordinarily significant correlations with those of the human conditions [38]. Here we show a comprehensive molecular analysis of a spontaneous mouse model of metastatic mammary carcinoma in a feral outbred strain of mice that developed spontaneous mammary carcinoma. It is similar to the lymphatic human BC metastatic process that phenotypically and molecularly resembles the human TNBC subtype, which is associated with the poorest prognosis due to its high resistance to chemo- and radiotherapy [2].

Using the Oncomine integrated data-mining platform, we found similarities between the JygMC(A) mouse model and the human TNBC molecular subtype at the gene expression level. Moreover, when comparing the metastatic gene expression pattern between the JygMC(A) metastatic process and human BC studies, we found that the greatest concordance was observed for genes that were significantly down-regulated in lung metastases. A similar observation was made by Daves and colleagues, who proposed that overcoming metastatic suppression might be a critical feature in metastatic tumors [30].

Evidence for phenotypic plasticity in aggressive TNBC has been reported [8]. It is well established that EMT is a process characterized by loss of cell adhesion, increased cell motility and acquisition of a mesenchymal phenotype, whereas MET represents a reverse process that involves the transition from motile, spindle-shaped mesenchymal cells to planar arrays of polarized epithelial cells [4]. Here we demonstrated spontaneous epithelial-mesenchymal plasticity in JygMC(A) primary mammary tumors and lung metastasis. Histological phenotyping showed two types of cell morphology suggesting cell plasticity: (i) an undifferentiated metaplastic mammary adenocarcinoma cell type that might transition into a more (ii) spindle-like mesenchymal cell type with EMT characteristics, which could then facilitate migration and invasion into adjacent tissues. In contrast, lung metastasis lesions exhibited an epithelial phenotype only, which suggests that the reverse biological process, MET, might allow metastasizing mesenchymal cells to regain epithelial properties, facilitating the colonization of a new environment or niche.

When comparing the adenocarcinoma areas in the primary tumor and lung metastasis, we observed distinct gene expression profiles. Even though they exhibited a similar morphology, we found differences at the molecular level, which suggests that the primary tumor adenocarcinoma already exhibits a metaplastic signature partially similar to the cells undergoing EMT. A similar observation was made in human BC during the progression of ductal carcinoma *in situ* where molecular changes in human cells occurred before morphological alterations [39]. Cell adhesion and migration were among the most important biological processes affected by these molecular changes [39].

Recent studies have also shown a molecular signature in TNBC that is highly correlated with the activation of the XBP1 branch of the unfolded protein response pathway and hypoxia sustaining CSC maintenance [9]. In our TNBC model, we found up-regulation of Pou5F1 (Oct-3/4), Kit, Cd24 and Itga6 (Cd49f) in epithelial-like adenocarcinoma areas of primary tumors, while Klf4, Sox2, Cripto-1 were expressed in the mesenchymal/EMT-like regions. The enrichment of Cripto-1 expression in basal-like human breast cancer has been reported by our group [40]. Cripto-1 has been shown to be involved in tumor epithelial cell plasticity and may be an important EMT regulator together with downstream genes such as Snail, Slug, Twist, and Six1 [11]. Since Cripto-1 has been demonstrated to promote EMT *in vitro* in mouse mammary epithelial cells and *in vivo* in MMTV-Cripto-1 and WAP-Cripto-1 transgenic mouse mammary tumors [6, 41], it is reasonable to hypothesize that Cripto-1 might support self-renewal, invasiveness and metastatic abilities of BC stem-like cells through the induction of an EMT program. This seems possible since Cripto-1 is expressed in a subpopulation of mouse mammary epithelial cells that has stem cell-like or progenitor properties [42]. We found no or very low Cripto-1 levels in JygMC(A) cells in culture, suggesting that the microenvironment might trigger Cripto-1 expression *in vivo*. Interestingly, Nodal a TGF-β family member and ligand that binds to Cripto-1 activate a Smad2/3 signaling pathway also exhibited a similar pattern of expression as Cripto-1. In addition, knock out of the Cripto-1 gene in JygMC(A) cells via the CRISPR-Cas9 editing system resulted in significant tumor growth inhibition and a pronounced reduction in pulmonary metastasis, suggesting that Cripto-1 may contribute to mammary oncogenesis in this setting.

Cripto-1 promoter activity was detected during primary tumor growth in the EMT-like regions but not in the lung metastases since no EMT-like areas were observed in the lung metastasis. One possible explanation is that the Cripto-1-associated pathway might have become Cripto-1-independent during metastasis. Alternatively, this might be due to diminished expression of Cripto-1 receptors or ligands, such as Grp78 or Nodal, respectively, in the lung metastases. Still, the mechanism by which Cripto-1 is signaling in the primary mammary tumors is unknown and could involve either SMAD-dependent or SMAD-independent pathway [6, 43].

Bmp4, Foxa2, Sox17, Prom1 and Gata6 were expressed genes that were common detected in both the targeted (NanoString) and global (Affymetrix) gene expression platforms and showed overexpression in the lung metastases. Bmp4 has been shown to produce a dramatic reduction in Cripto-1 promoter activity in NTERA-2 and LS174-T cells [37]. Also, Teo and collaborators showed that Bmp4 represses pluripotent gene expression, such as Oct-4 and Sox2, and accelerates differentiation [44]. For instance, BMP4 enhances ACTIVIN A-induced definitive endoderm differentiation leading to an increased expression of Cxcr4, Sox17 and Foxa2, suggesting that Bmp4 might regulate those genes during lung metastasis colonization [44] and block Cripto-1 expression [37]. Finally, Bmp-4 has been demonstrated to be necessary in the maintenance an epithelial phenotype in BC lung metastases [22].

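In EMT-like areas miR-200b was above the detection limit in 7 of 7 samples, miR-200c in 6 of 7, and miR-200a, miR-141 and miR-429 in 4 of 7 each. In carcinoma miR-200a, miR-200b, miR-200c and miR-429 were above it in 5 of 5 samples and miR-141 in 4 of 5. miR-203 was above it in 5 of 7 EMT-like and 5 of 5 carcinoma samples.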

Intrinsic regulators of gene expression, such as the miR-200 family, were found in adenocarcinomas but not in the EMT-like areas. This confirms previous findings that the EMT process is dependent on expression of the miRNA-200 family, which is decreased during EMT [32]. In addition, miR-203 was up-regulated in adenocarcinoma-like areas (primary mammary tumor and lung metastases) and NMG suggesting that it might positively correlate with markers of differentiation and MET. These results are in agreement with studies showing that miR-203 expression is inversely correlated with BC stemness and EMT markers and its epigenetic silencing was required for EMT [31, 45]. Moreover, we found that down-regulation of the miRNA15a-16 family and miR-205 was observed in primary tumors when compared to NMG, which agrees with previous findings that these microRNAs can repress Cripto-1 expression and can inhibit non-small cell lung cancer progression and restore chemotherapeutic drug sensitivity [33, 34].

Finally, since Notch4 has been reported to play a role in TNBC [46] and is expressed in a population of tumor-initiating stem cells [47], we demonstrated that Notch inhibition might be an effective strategy for the treatment of BC, at least in an animal model that resembles human TNBC. Treatment with the gamma-secretase inhibitor RO4929097 decreased primary tumor growth and significantly reduced the number of metastatic lung nodules. Similar observations using RO4929097 and other gamma-secretase inhibitors have been made using human TNBC lines [47-49]. However, a more specific target might be necessary since gamma-secretase inhibitors do not exclusively target the Notch signaling pathway [50]. Moreover, no significant changes were observed in primary mammary tumor histology for gamma-secretase inhibitor-treated animals when compared with non-treated animals.

In summary, our findings strongly suggest that Cripto-1 is a potential driver of mammary tumorigenesis, and offers evidence of spontaneous epithelial-mesenchymal plasticity in a novel metastatic mammary tumor model that phenotypically and molecularly resembles the human TNBC subtype. As Notch signaling interacts with multiple other pathways that include candidate therapeutic targets, understanding these interactions will greatly benefit rational design of combinatorial therapeutic regimens. We propose a novel potential therapeutic approach that involves targeting proteins such as Cripto-1, involved in EMT and CSC maintenance in BC. This may lead to a more efficient therapeutic strategy for the treatment of TNBC in particular, since Notch receptors, an EMT phenotype and Cripto-1 expression have all been found in TNBC. Moreover, this novel TNBC mouse model can be used to screen for novel compounds in the context of signaling pathways having implications in the initiation and progression of TNBC.

## MATERIALS AND METHODS

More detailed methods can be found in Supporting Information.

### Cell line, culture conditions and reagents

Cells were confirmed to be free of mycoplasma contamination using PCR (Mycoplasma Kit, Promokine). Mouse mammary carcinoma cell line JygMC(A) was kindly provided by Dr. Shogo Ehata (University of Tokyo, Tokyo, Japan) and were maintained in Dulbecco's Modified Eagle Medium (DMEM 1X; Gibco/Life Technologies, Grand Island, NY), supplemented with 10% Fetal Bovine Serum (FBS) and 100 units/ml penicillin, and 100 μg/ml streptomycin at 37°C in 5% CO2. F9 embryonal carcinoma cells (ATCC^®^ CRL1720™) and the non-transformed mouse mammary epithelial cell line NMuMG (ATCC^®^ CRL1636™) were purchased from ATCC (Manassas, VA) The F9 cells were maintained on gelatin coated cell culture plates. The RO4929097-001 gamma-secretase inhibitor and vehicle were generously provided by Hoffmann-La Roche (Nutley, NJ) (DCTD-CTEP/NIH agreement) already in suspension.

### Establishment of stable JygMC(A)-GFP/Luc mammary carcinoma cell line

JygMC(A) cells were transduced with a lentivirus vector containing a fusion construct of the firefly luciferase and eGFP reporters (Leidos/FNLCR, Frederick, MD). The transduced cells were enriched in medium containing 200 μg/mL Geneticin (Invitrogen, Grand Island, NY) for 10 days and sorted by FACs to select for a pure population using the BD FACSVantage™ (BD Bioscience, San Jose, CA).

### Mouse strain and animal care

Animals used in this study were female Balb/C nude mice aged 6-9 weeks (National Cancer Institute). Animal procedures were conducted under conditions approved by the Frederick National Laboratory for Cancer Research (FNLCR), an Association for Assessment and Accreditation of Laboratory Animal Care International (AAALAC) accredited institution that follows the Public Health Service Policy for the Care and Use of Laboratory Animals outlined in the “Guide for Care and Use of Laboratory Animals”; FNLCR ACUC 11-067 approval on 03/16/2012.

### Orthotopic mammary fat pad injection and mammary tumor formation

Mouse mammary carcinoma cells were grown to approximately 75% confluence. Balb/C athymic nude mice were anesthetized with isofluorane/O2 and injected bilaterally into the fourth mammary fat pad with 20μl of 5×104 cells/gland or as described otherwise. Cells were suspended in 25% Growth Factor Reduced Matrigel (BD Bioscience, Bedford, MA), containing 10% Trypan Blue Stain (Lonza, Walkersville, MD) and 65% PBS. Tumor growth from both sides were measured twice a week and monitored weekly by *in vivo* bioluminescent imaging. Tumor volume was calculated using the formula: ½ (LxWxD), where l=length, w = width and d= depth. At 20-30 days after cell injection, mammary primary tumors were removed as a parallel of the human clinical setting. Ten days later, animals were imaged and metastases in lungs were observed over a period of 4-6 weeks. Statistical analysis of differences in tumor volume was performed using Student t-test (GraphPad Software, Inc. 2014 – online version).

### Bioluminescent imaging

Bioluminescence was performed using a Xenogen IVIS-100 imager (PerkinElmer, Waltham, MA). Images were quantified as total photon counts or photons using Living Image^®^ software (PerkinElmer, Waltham, MA)

### *In situ* detection

Frozen OCT-embedded tissue blocks were cut using a cryostat into 10-μm sections as previously reported by Roberts and collaborators [51]. Slide-mounted tissue sections received a few drops of luciferase assay substrate (Luciferase Assay System, Promega Corporation, Madison, WI) and images were performed within 5 minutes.

### In vivo

Animals were injected with the substrate D-Luciferin Potassium salt (PerkinElmer, Waltham, MA) in Phosphate Buffered Saline (PBS; Invitrogen, Grand Island, NY) by intraperitoneal injection at 150 mg/Kg. The animals were anesthetized with isofluorane/O2 and placed in the IVIS™ Imaging System. Images were taken 15min after luciferin injection from the ventral view.

### Sphere formation assay

Assay was performed as previously reported [40]. For the second and third-generation spheres, previous generation were collected and centrifuged at 350xg for 5 minutes. The pellet was resuspended in 1mL of pre-warmed Trypisin-EDTA (Catalog # 07901, Stem Cell Technologies, Vancouver, Canada) and spheres were disrupted by pipetting to get single cell suspension. The same density of cells was plated and cultured for 10 days. Third-generation spheres were used in all experiments.

### TUNEL assay

Cells were grown in Lab-Tek chamber slides (Nalge Nunc, Rochester, NY). 1×104 NMuMG or JygMC(A) cells were seeded and RO4929097 treatment was added on the following day. Cells were incubated for 48hrs following staining using the *In Situ* Cell Death Detection Kit, Fluorescein, (Roche, Mannheim, Germany) in accordance to manufacturer instructions. Cells were counted from ten different fields.

### Laser capture microdissection, targeted microRNA and mRNA gene expression profiling using NanoString assays

Cells were laser captured using the MMI CellCut Plus (Molecular Machines & Industries, Glattbrugg Switzerland) as previously described [52] and lysed using the lysis buffer RLT from Qiagen Micro RNAeasy Kit (Qiagen, Gaithersburg, MD). For microRNA analysis, total RNA lysates from cells were purified using the miRNeasy Micro Kit (Qiagen, Gaithersburg, MD) in accordance with manufacturer instructions. The mRNA and miRNA data have both been deposited in NCBI's Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE63627 and GSE63633, respectively.

### Microarray data processing

Microarray analysis was done using Partek Genomic Suite version 6.6 (Partek, Inc.). Microarray CEL files were pre-processed using RMA (Robust Multi-Array Average) background correction and quartile normalization to correct for array biases. Probe intensities were log-transformed and summarized using Median Polish. One sample (6518LM) was excluded from further analysis because it failed multiple quality metrics. After Batch Remove, a standard One-way ANOVA analysis was then performed with tissue type as factor to identify differentially expressed genes (FDR corrected *p*-value <0.05 and FC cutoff ≤2 unless indicated otherwise). Microarray data in this publication have been deposited in NCBI's Gene Expression Omnibus (GEO) and are accessible through GEO Series accession number GSE63951. Venn diagrams were generated by Partek Genome Suite 6.6 (PGS, Version 6.6, Partek, Inc.).

### Pathway enrichment analysis

To identify biological characteristics of the differentially expressed genes, we used the DAVID annotation tool to identify over-represented KEGG pathways for a given set of differentially expressed genes from the microarray analysis. The KEGG pathways were ranked and filtered based on the Benjamini-Hochberg *p*-value <0.05. The topmost enriched pathways are represented for primary tumors versus NMG and lung metastasis versus primary tumors with the number of genes being plotted for that particular pathway.

### RNA extraction protocol

For qRT-PCR and global gene expression analysis, all RNA tissue samples were snap frozen in liquid nitrogen. Total RNA from tissue samples was extracted using TRIzol^®^ reagent according to the manufacturer's recommendations (Invitrogen, Carlsbad, CA). Total RNA from cells or spheres was isolated and purified using the RNeasy Mini Kit and subjected to DNAse treatment (Qiagen, Gaithersburg, MD) in accordance to manufacturer instructions. Following extraction, 1μg of total RNA was reverse transcribed using the RETROscript^®^ kit (Ambion, Carlsbad, CA) in accordance with manufacturer's instructions.

### Oncomine analysis (meta-analysis)

Concordance analysis between mouse mammary carcinoma and human BC expression data-sets was performed on selected BC gene (mRNA) expression datasets in Oncomine (Oncomine v4.5 Research Edition, www.oncomine.org [23].

### Immnunofluorescence

Primary antibodies used include: NOTCH4 receptor (1:200 dilution, Millipore), anti-CK18 (1:200 dilution, Abcam), anti-K-5 and anti-K14 (1:200 dilution, Covance), anti-CDH1 and anti-VIM (1:50, Santa Cruz Biotechnology).

### Immunohistochemistry

Primary antibodies used were Estrogen Receptor-alpha M20, Santa Cruz Biotechnology 1:200; PR, polyclonal rabbit A0098, Dako 1:200; CDH1, mouse monoclonal M3612, Dako 1:500; BMP-4, rabbit polyclonal, ab39973 Abcam 1:100, HER2, rabbit monoclonal, D8F12, Cell Signaling 1:200; NOTCH4 07-189, Millipore, 1:1000, HEY-1 ab 5714 Millipore, 1:1000.

### Construction of the mouse Cripto-1 promoter driving expression of the firefly luciferase reporter gene

A multisite gateway entry clone containing the 2.6 Kb mouse tdgf-1/cripto-1 promoter sequence (2.2kb from ATG start site) was cloned from a BAC DNA into a vector composed of a fusion of the firefly luciferase and eGFP reporters.

### Generation of JygMC(A) mutant cells using CRISPR-Cas9n

Generation of JygMC(A) mutant cells using CRISPR-Cas9n was performed as reported by Ran and collaborators [53]. A homozygous mutant clone (Jyg Cr-1KO) containing a 137bp deletion was confirmed by sequencing and used for further study.

### Statistical analysis

Results are expressed as standard deviation if not otherwise indicated. Values of *p* ≤ 0.05 were considered statistically significant, as determined by the ANOVA test, the two-tailed unpaired Student *t* test, or the Wilcoxon rank-sum rank test where appropriate.

## SUPPLEMENTARY MATERIAL, FIGURES AND TABLES

How the deposited data were processed for this re-analysis (not part of the article)

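Expression of 566 mouse miRNAs and 33 viral miRNAs was measured with the nCounter assay in 24 samples: carcinoma areas (n = 5), EMT-like areas (n = 7), lung metastases (n = 4), NMG (n = 2), normal lung (n = 2), monolayer cultures (n = 2) and 3D-sphere cultures (n = 2). Carcinoma, EMT-like and metastasis samples share animals, and 1 sample of each of these kinds carries a label that names 3 animals and was treated as a single sample. The deposited values are counts minus the mean of the 6 negative controls of each lane, with a lowest value of -20. They are not scaled between lanes. No read or probe filter beyond this could be found in the values. The positive control of highest concentration lay between 7950 and 11435 counts in all lanes. The sum of mouse miRNA values ranged from 115386 to 164809 in carcinoma, from 111776 to 184694 in EMT-like areas and from 62705 to 115346 in lung metastasis. The median number of mouse miRNAs above the detection limit was 156 in carcinoma, 222 in EMT-like areas and 196 in lung metastasis, and values near that limit carry little precision. No pair of replicates shared more than 9.18% of identical values.

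The comparisons, groups, alternatives and the rule for the named miRNAs were set before the data were examined. The rule named the 29 miRNAs of the miRNA section of the paper and, in each comparison, the 3 miRNAs with the largest log2 fold change in each direction among those called whose groups do not overlap. The planned test was for counts. Because the values are not counts, the planned replacement, limma with trend on log2(value + 1), was used. The wording of that replacement names no scaling, so the TMM scaling planned for counts was kept, and no scaling was run as an alternative. TMM factors were computed with trims of 30% of log ratios and 5% of levels, with values floored at 0. The reference lane was carcinoma replicate 2. Leaving out a sample would move this lane for 12 of the 24 samples, so each lane kept its factor from all 24 when a sample or a group was left out, a choice made after this was seen. All 7 conditions were fitted together. Benjamini-Hochberg adjustment covered 583 probes per comparison. Fold changes against a group with all samples under the detection limit are given as lower bounds, with that limit per lane against the measured values of the other group (floored at 0), on the scale of value + 1. Measured values under the limit in the other group were used as they are, so the bound is not strict where there are such values. None is given where this bound is not above 1 or where both groups are under the limit. None is given for miR-337-5p in EMT-like areas, where most samples were under the limit. Single values were compared with exact two-sided permutation tests. R 4.3.3 with limma 3.58.1 and Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3 were used, with random seed 1.

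Settings fixed beforehand were scaling by the 100 most abundant miRNAs or by the miRNA total, a filter of at least 20 in at least 2 samples, subtraction of the mean plus 2 SD of the negative controls with a floor of 1 (the higher background), a pseudocount of 10, a fit of only the groups compared, the animal or the culture number as a block, the series of animals as a term, and leaving out each sample. Those chosen after seeing the data were no scaling, scaling by the 4 mRNA control probes, TMM against lung metastasis replicate 3 in place of carcinoma replicate 2, and subtraction of the signal of positive control A that 4 probe names state (miR-34c, miR-155, let-7a and miR-543). A fit with a count model, set beforehand, was not run. Without 1 of the 2 samples of a small group, the lone sample is assumed to vary like the other groups. Both comparisons against NMG share 2 samples, and the correlation of their log2 fold changes across probes, which are not independent replicates, was 0.874. Simulated groups that did not differ from NMG gave a median of 0.748.

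Whether samples of an animal resemble each other was checked on 164 probes by the correlation of deviations from the group means. The median was 0.186 (range -0.309 to 0.476, 10 pairs) within an animal, 0.123 between other animals of the same series and -0.209 between series. In data simulated with a dispersion of 0.0703 and 200 changed probes of 583, the procedure recovered 48.5% of them for carcinoma against EMT-like areas, 34.0% for carcinoma and 29.5% for EMT-like areas against NMG, 48.0% for lung metastasis against PT and 25.5% for spheres against the monolayer. Of changed probes with a mean of at least 20, it recovered 100%, 92.5%, 89.1%, 100% and 71.9%. For carcinoma against EMT-like areas, these simulated changes had a median log2 size of 1.99. In the data miR-200b was not called there, with a log2 fold change of 2.79. Its SD on the log2 scale was 1.29 in carcinoma and 1.82 in EMT-like areas. These shares therefore do not give the power for miRNAs that vary this much. Unchanged probes made up 2.02%, 0%, 0%, 11.9% and 19.0% of the calls, so in the last 2 comparisons the share exceeded the nominal 5%. Gene targets, mRNA arrays and histology were left out because no values for them are held in this data set.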

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

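The tests of normal lung replicate 2, of RNA input (in primary tumors and in metastases) and of the scaling were chosen only after the results were seen.

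A single sample far from the others was sought for named miRNAs, the miRNA sum, the mRNA control level and the sum over that level. This was found in 4 of 69 groups of samples, all for named miRNAs, and chance alone gives about 1 in 20. Lung metastasis replicate 1 had a normalized miR-141 of 207 against 65.5 to 72.8 in the other metastases, a gap of 0.908 of the range. Gaps and ranges here are on the scale of log2(normalized value + 1). EMT-like replicate 1 had a miR-15b of 832 against 1461 to 1935 (gap 0.667) and a miR-16 of 1263 against 2065 to 2635 (gap 0.669). EMT-like replicate 2 had a miR-199a-3p of 2026 against 817 to 1022 (gap 0.754). The first 3 come from samples whose label names 3 animals. No biological explanation was tested for these.

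The tumor effect in lung (metastasis against normal lung) differed from that in mammary gland (primary tumors against NMG) for 67 miRNAs, 4 with a higher and 63 with a lower difference, by limma's test of the difference. Of the lower differences, 2 were of viral probes. The normal lung lanes differ in depth, with sums of 590226 and 2336580. Without the deeper lane, normal lung replicate 2, 66 miRNAs were called and 46 of the 67 kept their call, which argues against that lane as the whole cause. Without normal lung replicate 1 the count was 130, and without NMG replicate 1 or NMG replicate 2, 42 and 47 of the 67 were kept. The count was 34 with scaling by the 100 most abundant miRNAs and 104 with scaling by the mRNA controls, so scaling may account for part of the difference. A difference between the tissues of origin stays open and was not tested.

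Of the named miRNAs, 3 differed in this test. miR-196b had a difference of 3.00 (standard error 0.92, adjusted p = 0.0360), with normalized values of 60.7 in metastasis, 27.9 ± 10.5 in normal lung and 188 in NMG. Its call was lost without lung metastasis replicate 1 (0.0633), lung metastasis replicate 4 (0.0734), normal lung replicate 1 (0.116), normal lung replicate 2 (0.0610), NMG replicate 1 (0.158) and NMG replicate 2 (0.090). miR-146a had a difference of -2.98 (standard error 0.66, adjusted p = 0.00365), with 2280 ± 101 in normal lung. It was called under every alternative and with each sample left out (highest adjusted p 0.0303). miR-99b had a difference of -1.77 (standard error 0.42, adjusted p = 0.00601), with 718 ± 207 in normal lung and 230 ± 23.7 in NMG. It was not called with scaling by the 100 most abundant miRNAs (0.177) or by the miRNA total (0.157). miR-196b was not called with no scaling (0.145) or with the mRNA controls (0.413). Scaling stays open for miR-99b and miR-196b. miR-146a kept its call under each of the scalings (-2.25 with the 100 most abundant miRNAs, -2.07 with the total, -3.78 with no scaling, -4.52 with the mRNA controls), which argues against scaling as the whole cause for it. Tissue of origin stays open for all 3 and was not tested.

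The miRNA section of the paper does not compare metastases with normal lung. With limma, 287 miRNAs differed, 41 higher and 246 lower in metastasis, 11 of the lower being viral probes. This split depends on the scaling, with 95 higher and 127 lower with the 100 most abundant miRNAs, 92 and 145 with the miRNA total, 8 and 377 with no scaling, and 3 and 386 with the mRNA controls. Without normal lung replicate 2, 151 were called, 149 of the 287 kept their call and 56 of the 287 changed sign. The largest rises without overlap were in miR-9 (log2 fold change 5.84), miR-2133 (4.16, not called without normal lung replicate 1, adjusted p = 0.347) and miR-1196 (4.01). For each of these 3, 1 of 2 normal lung samples was above the detection limit. miR-1 was at least 52.6-fold lower (31.1-fold without normal lung replicate 2, 89.0-fold without normal lung replicate 1) and miR-218 at least 35.8-fold lower, and miR-144 had a log2 fold change of -8.99. Normal lung, like NMG, holds more miRNA counts than the tumors do. Between NMG and primary tumors the medians of the sums differed 3.78-fold, and the 4 mRNA controls 1.25-fold (Actb), 2.97-fold (B2m), 1.01-fold (Gapdh) and 0.826-fold (Rpl19). Since these controls do not move together, lower RNA input in the microdissected samples and a lower miRNA content of tumor tissue cannot be told apart for primary tumors. Between normal lung and metastases the medians of the sums differed 13.8-fold, and the mRNA controls 1.76-fold (Actb), 0.820-fold (B2m), 0.402-fold (Gapdh) and 0.536-fold (Rpl19), which argues against lower RNA input as the whole cause there. Tissue of origin stays open and was not tested.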

How the results depend on the processing

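No scaling, scaling by the 4 mRNA controls, TMM against lung metastasis replicate 3 (another lane) and the positive control correction were chosen only after the results were seen.

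Of 108 results for single miRNAs, those with the same direction and the same side of the threshold numbered 105 with the positive control correction, 101 with a pseudocount of 10, 98 with TMM against another lane, 97 with scaling by the miRNA total, 91 with the 100 most abundant miRNAs, 90 with only the groups compared, 76 with no scaling and 71 with the mRNA controls. Where fewer could be tested, they were 93 of 103 with the filter, 84 of 106 with the higher background, 85 of 102 with the animal block, 32 of 34 with the series of animals and 0 of 6 with the culture block.

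The single call between carcinoma and EMT-like areas became 2 with the 100 most abundant miRNAs, 8 with the filter, 7 with the higher background, 7 with no scaling, and 0 with a pseudocount of 10, with only the groups compared and with the animal block. With limma, 81 probes had an unadjusted p under 0.05, and 70, 93 and 39 under these last 3 settings. The filter tests 323 probes in place of 583. Leaving out a sample gave 1 to 19 calls, with 19 without EMT-like replicate 2, 13 without carcinoma replicate 4, 8 without EMT-like replicate 3 and 4 without carcinoma replicate 5.

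Against NMG, 171 calls in carcinoma became 294 with no scaling, and 145 in EMT-like areas became 260 with the higher background. The higher miRNAs (32 in carcinoma, 26 in EMT-like areas) numbered 58 and 74 with the 100 most abundant miRNAs, 97 and 113 with the higher background, 5 and 10 with no scaling, 6 and 6 with the mRNA controls, 51 and 74 with a fold of at least 2 and no test, 20 in carcinoma with another lane, and 49 and 43 in EMT-like areas with the miRNA total and only the groups compared. The lower miRNAs (139 and 119) numbered 79 and 71 with the 100 most abundant miRNAs, 289 and 201 with no scaling, and 242 and 182 with a fold of at least 2 and no test. Scalings shift all fold changes together, which moves both counts in opposite directions. The higher background sets a floor of 1 before scaling, which puts undetected miRNAs higher in tumors. Leaving out a sample gave 102 to 169 calls in carcinoma (16 to 35 higher, 80 to 136 lower) and 98 to 158 in EMT-like areas (15 to 28 higher, 79 to 131 lower). The counts in carcinoma were 102 without NMG replicate 1 and 106 without NMG replicate 2, of which 92 and 99 were among the 171. Lower miRNAs numbered 80 without NMG replicate 1 and 90 without NMG replicate 2 in carcinoma, and 79 without NMG replicate 1 in EMT-like areas. Without NMG replicate 2, 16 and 15 were higher.

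In lung metastasis against PT, 18 calls became 29 with the filter, 33 with the higher background, 34 with only the groups compared, 33 with the series of animals, 41 with no scaling, 10 with the mRNA controls and 6 with the animal block (10 to 20 without a sample, 10 without lung metastasis replicate 1). Between spheres and monolayer, 27 (17 higher, 10 lower) became 41 with the miRNA total (16 and 25), 8 with no scaling, 9 with the mRNA controls and 0 with only the groups compared or with the culture block (limma, 29 and 19 at an unadjusted p under 0.05), where few samples remain to estimate the spread. Without a culture there were 12 to 49, with 49 without monolayer replicate 2, 15 without sphere replicate 1 and 12 without sphere replicate 2. In lung metastasis against carcinoma, 8 became 20 with the filter, 3 with only the groups compared, 3 with the mRNA controls and 0 with the animal block (6 to 14, with 14 without carcinoma replicate 2). Between lung metastasis and EMT-like areas, 45 became 68 with no scaling and 7 with the mRNA controls (12 to 44, with 12 without lung metastasis replicate 1 and 23 without lung metastasis replicate 3). Against normal lung, 287 became 164 with the filter, which tests fewer probes (151 to 294, with 151 without normal lung replicate 2). The difference between tissues of 67 became 34 with the 100 most abundant miRNAs, 37 with the miRNA total, 36 with the filter, 108 with the higher background and 104 with the mRNA controls (47 to 130, with 130 without normal lung replicate 1).

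In carcinoma against NMG, log2 fold changes that turned sign were those of miR-146a (0.89 with the 100 most abundant miRNAs, 0.43 with the total, 0.074 with the filter, -0.35 to 0.20 without a sample), miR-203 (0.34) and miR-200a (0.22) with the 100 most abundant miRNAs, and miR-146b (-0.26 with the higher background, -1.41 with no scaling, -0.72 with the mRNA controls, -0.29 with another lane, -0.29 to 0.60 without a sample). With no scaling and the mRNA controls so did miR-15b (-0.93 and -0.24), miR-99b (-0.84 and -0.15), miR-200c (-0.96 and -0.27), miR-200b (-1.12 and -0.42) and miR-429 (-1.24 and -0.54, and -0.11 with another lane). In EMT-like areas these were miR-15b (-0.95 and -0.80, -0.052 with another lane, -0.064 to 0.52 without a sample), miR-146a (-0.80 and -0.64) and miR-99b (-0.44 and -0.29). In spheres miR-879 and miR-328 came to 0.034 with the higher background, where both groups sit at its floor. For the other changes the cause was not tested, apart from the shift that a scaling gives to all probes.

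With each of the 24 lanes as the TMM reference, the calls numbered 1 to 10 between carcinoma and EMT-like areas, 157 to 200 in carcinoma and 132 to 171 in EMT-like areas against NMG, 16 to 37 between lung metastasis and PT, and 22 to 29 in spheres. Of the 139 miRNAs lower in carcinoma than in NMG, 86 were under the detection limit in every carcinoma sample, where the size of the fall is not measured. The planned DESeq2 alternative was not run, because the values are not counts, and the planned limma alternative became the main test.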

Differences from the paper's values

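No scaling, the mRNA controls, TMM against another lane and the positive control correction were chosen only after the values were seen. The paper's fold changes are those of Dataset S5A, put on the log2 scale. They are ratios of arithmetic means that keep a background of 12.8 to 27.2 counts, while the values here are differences of mean log2 values. The log2 ratio of arithmetic means of normalized values, a scale chosen after seeing the values, lay closer to the paper's value for 11 of the 29 fold changes that differ. The same ratio of deposited values, not scaled between lanes and also chosen after seeing the values, lay closer for 26 of the 29 (carcinoma against NMG, miR-15a -3.01, miR-16 -3.18, miR-140 2.56). A setting is said to drop a listed miRNA that it does not call in the paper's direction, and TMM, as used here, itself drops 3 of 64 in carcinoma and 16 of 91 in EMT-like areas against NMG, 33 of 50 in lung metastasis against PT and 22 of 35 in spheres. Where no setting set before the data were examined is named, all of them differed from the paper's value, and where some are named, the others differed.

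The paper's 53 miRNAs lower in carcinoma than in NMG stand against 139 here (5 of them viral probes). With scaling by the 100 most abundant miRNAs, 79 was within 1.5 times. The paper's 79 in EMT-like areas stand against 119 (2 of them viral probes). Within 1.5 times were 71 with the 100 most abundant miRNAs, 92 with the miRNA total, 87 with the filter, 118 with the animal block, 113 with a fold of at least 2 added, 118 without EMT-like replicate 1, 117 without EMT-like replicate 5, 116 without EMT-like replicate 7, 79 without NMG replicate 1, 84 without NMG replicate 2 and 118 with the positive control correction, chosen after seeing the values, which drops 18 of the 91 miRNAs the paper lists. The paper's 10 higher in carcinoma stand against 32. The paper's 11 higher in EMT-like areas stand against 26, with 15 without NMG replicate 2, and 10 with no scaling, chosen after seeing the values, which drops 5 of the 91. The paper's 8 higher in both stand against 24, and 6 with the mRNA controls, chosen after seeing the values, which drop 4 of the 64 miRNAs listed for carcinoma and 6 of the 91.

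Between carcinoma and EMT-like areas the paper's log2 fold change of miR-200a is 2.08, and 3.48 was found, with 2.47 at a pseudocount of 10 and 1.63 with the animal block within its spread. That of miR-429 is the paper's 1.99 against 4.79, with 2.19 with the animal block. On the ratio of normalized means these 2 came to 2.60 and 2.40. In carcinoma against NMG, miR-9 is the paper's 4.69 against 6.85 (5.76 with a pseudocount of 10), miR-2133 the paper's 2.45 against 4.55 (3.50 with a pseudocount of 10, 3.39 at the lowest without a sample), and miR-2137 the paper's 2.25 against 4.35 (3.04 with a pseudocount of 10). The others are miR-140, the paper's 2.51 against 3.96, miR-1196, the paper's 1.63 against 3.30, miR-15a, the paper's -2.97 against -1.48, miR-16, the paper's -3.17 against -1.62, miR-99a, the paper's -3.30 against -1.82, miR-199a-3p, the paper's -4.29 against -2.79, and miR-199a-5p, the paper's -4.68 against -3.20. With no scaling, chosen after seeing the values, which drops 5 of the 64 miRNAs the paper lists, these 10 came to 5.41, 3.13, 2.96, 2.40, 1.77, -3.05, -3.19, -3.39, -4.36 and -4.77, within the spread of the paper's values. With the mRNA controls, chosen after seeing the values, which drop 4, miR-2133 came to 3.8 and miR-140 to 3.09, and TMM against another lane, also chosen after seeing the values, which drops 2, gave 4.16 for miR-2133.

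In EMT-like areas against NMG, miR-9 is the paper's 4.49 against 6.34 (5.25 with a pseudocount of 10, 5.51 at the lowest without a sample), miR-2137 the paper's 2.56 against 4.43 (3.11 with a pseudocount of 10), miR-1196 the paper's 2.46 against 3.59 (3.16 with a pseudocount of 10, 3.29 at the lowest without a sample) and miR-140 the paper's 2.68 against 3.87. miR-497 is the paper's -2.63 against -1.96 (-2.34 at the lowest without a sample), miR-196a the paper's -4.09 against -3.38 (-4.04 with the higher background, -3.56 at the lowest without a sample) and miR-429 the paper's -2.89 against -4.46 (-3.01 with a pseudocount of 10, -3.36 with the 100 most abundant miRNAs, -1.71 as the ratio of normalized means). miR-16 is the paper's -2.70 against -1.57, miR-15a the paper's -2.89 against -1.77, miR-99a the paper's -3.64 against -2.51, miR-199a-3p the paper's -3.64 against -2.52 and miR-199a-5p the paper's -4.09 against -3.01. With no scaling and with the mRNA controls, both chosen after seeing the values, which drop 5 and 6 of the 91 miRNAs the paper lists, miR-9 came to 5.29 and 5.42, miR-1196 to 2.45 and 2.59, miR-140 to 2.69 and 2.84, miR-497 to -3.13 and -2.96, miR-196a to -4.56 and -4.39, miR-16 to -2.75 and -2.59, miR-15a to -2.95 and -2.80, miR-99a to -3.70 and -3.54, miR-199a-3p to -3.71 and -3.55, and miR-199a-5p to -4.19 and -4.04. TMM against another lane, chosen after seeing the values, which drops 9, gave 3.32 for miR-1196, -2.24 for miR-497 and -3.66 for miR-196a.

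For miR-34c the paper's log2 fold changes are 3.63 in carcinoma against NMG, 4.15 in EMT-like areas against NMG, -4.81 in lung metastasis against PT and 5.53 in spheres against the monolayer, and 1.65, 1.28, 0.45 and 0.42 were found. No setting came within the spread. The positive control correction, chosen after seeing the values, gave 3.96, 3.29, -3.57 and 3.30 and drops 4 of 64, 18 of 91, 35 of 50 and 22 of 35 listed miRNAs that match a probe. For miR-2133 in spheres the paper's 2.04 stands against 4.60 (not called, adjusted p = 0.133), which rests on monolayer values of -12.4 and 255. It was 0.60 without monolayer replicate 1, 8.60 without monolayer replicate 2, and 1.70 as the ratio of normalized means.

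The paper states that miR-1892 is higher in both kinds of tumor area, and it was under the detection limit in all tumor and NMG samples and called under no setting. It states that the miR-15 family members and miR-196 were not found in primary tumors, and miR-15a and miR-16 were above the detection limit in 12 of 12 tumor samples, miR-196a in 3 of 5 carcinoma and 7 of 7 EMT-like samples and miR-497 in 4 of 5 and 7 of 7. It states that the miR-200 family was not found in EMT-like areas, where its members were above the limit in 4 to 7 of 7 samples. It places miR-146 higher in NMG than in malignant tissue, and miR-146a had log2 fold changes of -0.025 and 0.38 against NMG. miR-146b had 0.16 and, in the paper's direction, -1.27 (EMT-like areas, adjusted p = 0.0727, below both NMG samples in 6 of 7). It places the miR-200 family higher in carcinoma than in lung metastasis, and the family mean was 0.43 higher in metastasis. Of the 17 miRNAs Dataset S5A lists between carcinoma and EMT-like areas, 14 matched a tested probe, 11 had the same direction and none was called with limma (81 probes had an unadjusted p under 0.05). The filter called 5 of them (miR-200b, miR-200c, miR-203, miR-146b and miR-218), and miR-218 alone was called with scaling by the 100 most abundant miRNAs and with no scaling, chosen after seeing the values. Without single samples, miR-200a, miR-141 and miR-429 were called as well. Of the listed miRNAs, 61 of 64 in carcinoma and 75 of 91 in EMT-like areas against NMG, 17 of 52 between lung metastasis and PT, and 13 of 36 in spheres were called in the same direction. With no scaling, chosen after seeing the values, these were 59, 86, 31 and 7. Dataset S5A lists 54 lower miRNAs for carcinoma and 80 for EMT-like areas, against 53 and 79 in the text.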

Other observations

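The tests of the series of animals, of miR-34c, of scaling, of the means of Dataset S5A and of the share of normal lung RNA for single miRNAs were chosen only after the results were seen.

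Between carcinoma and EMT-like areas, 9 of 100 splits of the samples gave as many calls as the real one, so chance is not excluded for that count. For lung metastasis against PT it was 1 of 100, against carcinoma 2 of 100 and against EMT-like areas 1 of 100, so chance is excluded for these. Among splits that part as many animals as the real one, 1 of 2, 1 of 29, 2 of 32 and 1 of 6 gave as many. The real split is itself counted. With only 2 such splits for carcinoma against EMT-like areas and 6 for lung metastasis against EMT-like areas, this test could not exclude chance. No conclusion is drawn from it there. Chance is excluded among these splits for lung metastasis against PT and not for lung metastasis against carcinoma. The split closest to the series of animals gave 4 calls between carcinoma and EMT-like areas and 0 in the others.

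The mean log2 fold change of the 5 miR-200 family members and miR-203 between carcinoma and EMT-like areas was 3.19, 2.51 with the series of animals as a term and 1.64 with the animal as a block. The series and the kind of area overlap, with 3 and 2 samples in the lettered series and 2 and 5 in the numbered series, so part of the difference and the series cannot be told apart. The kind of area stays open as a biological explanation.

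The miRNAs called higher in primary tumors than in NMG had a median log2 fold change of 1.81 in carcinoma. Scaled background of the low-input tumor lanes could have raised them. The viral probes were taken as a test, and their median was -0.77 in carcinoma and -0.15 in EMT-like areas. However, 15 and 13 viral probes were above the detection limit in the NMG lanes, against 0 to 7 in primary tumor lanes. Their signal was therefore not even between lanes, so this test cannot decide and no conclusion is drawn from it. Of the 32, 1 was under the detection limit in all carcinoma samples. The balance of higher and lower calls is not settled either. With scaling by the 100 most abundant miRNAs, 49.0% of the calls in EMT-like areas were lower, so the scaling and a general fall of miRNAs in tumors cannot be told apart. Positive control A differed by a factor of 0.984 between NMG and primary tumors, where the miRNA sums differed 3.78-fold, and of 42 values of the probes for miRNAs of other species in these lanes 1 was above the detection limit, so neither control gives the amount of sample RNA in a lane.

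Of the miRNAs higher in lung metastasis, some may come from normal lung or blood in the microdissected tissue. Over 19 miRNAs at least 16 times more abundant in normal lung than in primary tumors with a lung mean of at least 100, limits set after the data were seen and before this result, the median log2 fold change in metastasis against PT was 0.16. Of these 13 were higher and 2 (miR-150 and miR-451) called, so lung tissue or blood as a source and a change in the tumor cells cannot be told apart for the set, and blood was not sampled. For single miRNAs, the share of normal lung RNA needed was 18.8% for miR-150 and 79.2% for miR-203, against 0.498% allowed by the abundant miR-126-3p, 0.167% by miR-144, 0.724% by miR-30a and 2.14% by miR-142-3p. This argues against lung tissue as the source for these 2. For miR-451 the share was 0.524%, near that of miR-126-3p, so the source of its rise cannot be told apart from lung tissue.

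The deposited miR-34c values in tumors were a median of 0.950 of the signal of positive control A that the probe name states (range 0.757 to 1.30). This ratio was 0.947 and 0.997 in NMG and 1.83 and 2.55 in normal lung. The values left after subtraction were -345 to 315 in tumors. The miR-34c signal in tumors is consistent with positive control signal in that probe, a hypothesis found and tested on the same data.

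The means of Dataset S5A against NMG were rebuilt from the deposited values with lane weights between 0.986 and 1.01, at most 0.0145 from 1, which is consistent with means taken without scaling between lanes. For carcinoma against EMT-like areas the weights ran from 0.471 to 2.26. Across the 12 lanes their log2 values correlated with the mRNA control factors (Pearson r = 0.955, permutation p = 0.0002, Spearman rho = 0.979, permutation p = 1e-04, the smallest that 10000 permutations give). Without the 2 farthest lanes r was 0.918, and with TMM factors it was 0.566. This is consistent with a scaling by mRNA controls in that comparison. Both relations were found and tested on the same data. The weights for spheres (1.77 and 1.99) and the monolayer (0.829 and 1.25) also lay near their inverse mRNA control factors (1.74, 1.79, 0.752 and 1.16). That relation was not tested. Weights for lung metastasis against PT lay between 0.945 and 1.03.

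In Dataset S5A the smallest listed rise is 2.02-fold in carcinoma and 2.1-fold in EMT-like areas against NMG, as the paper's values, and the smallest listed fall is 7.31-fold and 5.07-fold. In lung metastasis against carcinoma, limma called 3 miRNAs higher and 5 lower, among them miR-150 (log2 fold change 2.67), miR-451 (1.53) and miR-27b (-1.46). These groups share animals, and with the animal as a block 0 of the 8 kept their call (limma, 52 probes at an unadjusted p under 0.05, the 8 among them), against 3 with the mRNA controls and 2 with only the groups compared. miR-10b (-3.10) lost its call without carcinoma replicate 4 (0.0519), carcinoma replicate 5 (0.0639) and lung metastasis replicate 3 (0.0602). Against EMT-like areas, 16 were called higher and 29 lower, among them miR-10b (-3.83). The split was 6 and 62 with no scaling, 1 and 6 with the mRNA controls, 14 and 33 with the 100 most abundant miRNAs and 16 and 32 with the miRNA total.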
